# Human resident liver myeloid cells protect against metabolic stress in obesity

**DOI:** 10.1038/s42255-023-00834-7

**Published:** 2023-07-06

**Authors:** Emelie Barreby, Benedikt Strunz, Sebastian Nock, Léa Naudet, Joanne X. Shen, Helene Johansson, Isabella Sönnerborg, Junjie Ma, Egon Urgard, Laura J. Pallett, Yizhou Hu, Achilleas Fardellas, Valerio Azzimato, Ana Vankova, Laura Levi, Cecilia Morgantini, Mala K. Maini, Per Stål, Stephan P. Rosshart, Jonathan M. Coquet, Greg Nowak, Erik Näslund, Volker M. Lauschke, Ewa Ellis, Niklas K. Björkström, Ping Chen, Myriam Aouadi

**Keywords:** Obesity, Monocytes and macrophages

## Abstract

Although multiple populations of macrophages have been described in the human liver, their function and turnover in patients with obesity at high risk of developing non-alcoholic fatty liver disease (NAFLD) and cirrhosis are currently unknown. Herein, we identify a specific human population of resident liver myeloid cells that protects against the metabolic impairment associated with obesity. By studying the turnover of liver myeloid cells in individuals undergoing liver transplantation, we find that liver myeloid cell turnover differs between humans and mice. Using single-cell techniques and flow cytometry, we determine that the proportion of the protective resident liver myeloid cells, denoted liver myeloid cells 2 (LM2), decreases during obesity. Functional validation approaches using human 2D and 3D cultures reveal that the presence of LM2 ameliorates the oxidative stress associated with obese conditions. Our study indicates that resident myeloid cells could be a therapeutic target to decrease the oxidative stress associated with NAFLD.

## Abstract (web summary)

Barreby et al. identify a distinct subpopulation of human resident liver myeloid cells that expresses factors that act in a protective fashion against oxidative stress associated with NAFLD.

## Main

NAFLD is a condition in which hepatic fat accumulation leads to tissue damage. NAFLD can develop into non-alcoholic steatohepatitis (NASH), an aggressive form of fatty liver disease, which is projected to become the leading cause of liver-related morbidity and mortality within 20 years and the most common indication for liver transplantation in the next few years^1^. Despite its high prevalence of 3–5% in the general population and potential life-threatening effects^2^, no approved treatments for NASH are currently available. This highlights the unmet need to improve our understanding of the underlying pathogenic and pathological mechanisms.

Although patients with obesity and NAFLD are at the greatest risk of developing NASH, surprisingly little is known about the function and turnover of distinct liver macrophage subsets during these early stages of the disease. Although informative, single-cell RNA sequencing (scRNA-seq) studies have characterized macrophage diversity in patients with obesity and cirrhosis with different etiologies^3,4^, but the function and turnover of these liver macrophage populations remain unknown. Due to the lack of human fate-mapping models, previous studies have examined human macrophage expression profiles that characterize liver macrophage populations in the context of the mouse macrophage ontogeny literature^3–8^. However, how conserved murine liver macrophage diversity is in human individuals, with respect to their turnover and functions, remains unknown. We combined single-cell approaches using Smart-seq2 scRNA-seq to obtain full-transcript coverage and high resolution of cell populations, multicolor flow cytometry and in vitro two-dimensional (2D) and three-dimensional (3D) cultures to define the phenotypes, origin and functions of liver myeloid (LM) cell subpopulations during metabolic disease. We identified a distinct subpopulation of resident LMs expressing factors protective against the development of obesity-associated oxidative stress. Considering the dramatic damaging consequences of oxidative stress in the liver, our study implicates new treatment options for liver disease.

## Results

### Characterization of human LM cells during the development of NAFLD

To characterize LM cell heterogeneity and plasticity during early development of obesity-associated NAFLD, we performed full-length scRNA-seq of non-parenchymal cells (NPCs) isolated from the livers of lean individuals (body mass index (BMI) ≤ 25) and individuals with obesity (BMI > 35) (Fig. 1a and Extended Data Fig. 1a). All individuals with obesity presented with steatosis, as indicated by the hepatic steatosis index (HSI > 36), without any histological signs of fibrosis (Table 1 and Extended Data Fig. 1b). Viable NPCs from the cohort with obesity were unbiasedly sorted and sequenced using a modified version of the Smart-seq2 protocol adapted for liver cells, in order to obtain deep sequencing data with full-transcript coverage (Extended Data Fig. 1c)^9^. Prior to sorting, NPCs were stained with an antibody panel covering immune and non-immune cell markers to enable simultaneous characterization of the surface protein signature of each sorted cell. Myeloid cells were enriched in the lean cohort by sorting CD45^+^CD3^−^CD19^−^CD56^−^ cells (Extended Data Fig. 1d). Transcriptomic analysis of cells from both lean individuals and individuals with obesity identified clusters of myeloid cells, conventional dendritic cells (cDCs), mast cells, B cells, T cells, natural killer (NK) cells, natural killer T (NKT) cells, endothelial cells and a cluster of proliferating cells (Fig. 1b,c, Extended Data Fig. 1e and Supplementary Table 1). The majority of all identified clusters contained cells from each individual without any apparent batch effect or population bias due to cryopreservation prior to sequencing, as evident from both scRNA-seq and fluorescence-activated cell sorting (FACS) analyses (Extended Data Figs. 1f–h and 2a–e).

**Fig. 1:**
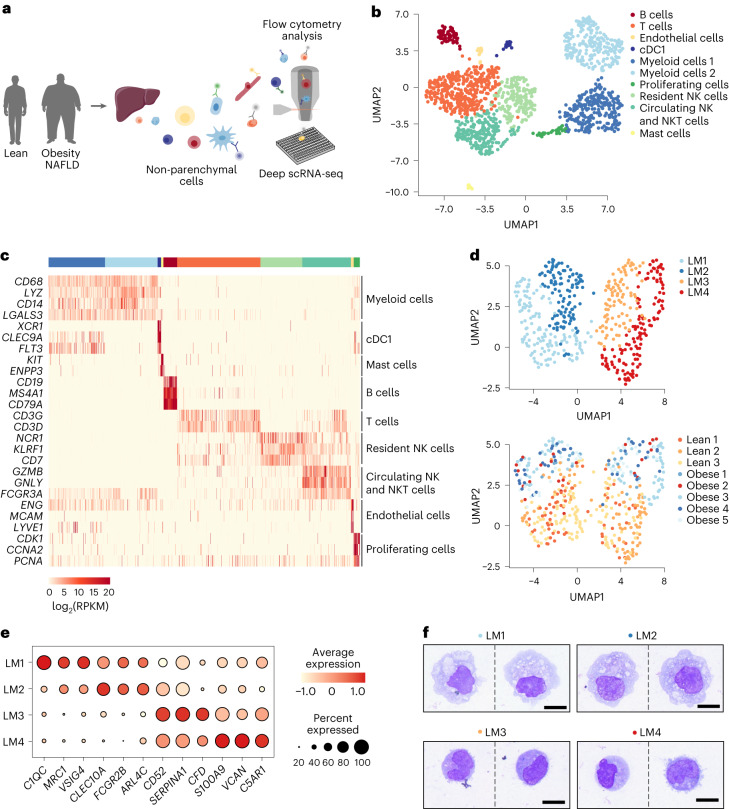
Identification of distinct LM cell populations in livers of lean humans and humans with obesity. **a**, Experimental outline: human NPCs are isolated from livers of lean patients and patients with obesity. NPCs are then single-cell sorted using an antibody panel with 11 markers to record the expression of cell-surface proteins for individual cells, followed by single-cell transcriptomic profiling. **b**, Uniform manifold approximation and projection (UMAP) visualization of NPCs from lean (*n* = 3) individuals and individuals with obesity (*n* = 5); colors indicate cell cluster. Each symbol represents a single cell. **c**, Gene expression (log_2_(RPKM)) of markers for each cell type. RPKM, reads per kilobase of exon model per million mapped reads. **d**, UMAP visualization of LM cells from lean individuals (*n* = 3) and individuals with obesity (*n* = 5) colored by subpopulations (top) and colored by individual donors (bottom). **e**, Dot plot of marker genes significantly differentially expressed by each individual myeloid cell subpopulation. Color intensity indicates expression level, and dot size indicates gene expression frequency (percentage of cells expressing the gene). **f**, Representative images of cytospins stained with Wright-Giemsa of respective LM cell population, sorted from one lean individual. Scale bar, 10 µm. Illustrations in **a** were partly created using components adapted from Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. Source data

**Table 1:** Clinical characteristics of patients included in the study: cohort 1

Clinical parameter	Lean (*n* = 12)	Obesity (*n* = 13)
Age, years (mean, range)	62 (26–83)	40 (28–56)
Sex, female/male (*n*)	6/6	13/0
BMI, kg m^−^^2^, (mean, range)	23 (20–25)	38 (35–41)
Diabetes (*n*)	NA	3
HSI (mean, range)	NA	52 (44–60)
HbA1c, mmol mol^−1^ (mean, range)	NA	39 (27–57)
HOMA-IR	NA	6.1 (2.0–10.4)
Fasting insulin, mIU l^−1^ (mean, range)	NA	23 (11–75)
Fasting glucose, mmol l^−1^ (mean, range)	NA	6.2 (4.6–8.3)
Creatinine, µmol l^−1^ (mean, range)	NA	65 (45–89)
ALT, µkat l^−1^ (mean, range)	NA	0.6 (0.3–1.4)
AST, µkat l^−1^ (mean, range)	NA	0.4 (0.2–0.8)
GGT, µkat l^−1^ (mean, range)	NA	1.2 (0.2–3.5)
Total cholesterol, mmol l^−1^ (mean, range)	NA	5.1 (3.7–6.4)
LDL cholesterol, mmol l^−1^ (mean, range)	NA	3.1 (1.7–4.3)
HDL cholesterol, mmol l^−1^ (mean, range)	NA	1.2 (1.0–1.5)
Triglycerides, mmol mol^−1^ (mean, range)	NA	2.0 (0.7–3.4)

HbA1c, hemoglobin A1c; IU, international units; ALT, alanine aminotransferase; AST, aspartate aminotransferase; GGT, gamma glutamyl transferase; LDL, low-density lipoprotein; HDL, high-density lipoprotein; NA, not applicable.

Further analysis of the myeloid cell clusters revealed the presence of four transcriptionally distinct CD68^+^ liver myeloid cell subpopulations (LM1–LM4) in both lean individuals and individuals with obesity (Fig. 1d,e and Supplementary Table 2). The LM1 subset was characterized by the expression of markers previously associated with liver resident macrophages (Kupffer cells (KCs)) (*VSIG4*, *MRC1*, *C1QC*, *MERTK, SIGLEC1* and high levels of *CD163*)^3,5,7^ (Fig. 1e, Extended Data Fig. 3a and Supplementary Table 2). The LM2 cluster also expressed some of these markers (*VSIG4*, *CD163* and *MRC1*) along with genes such as *CLEC10A*, *FCGR2B* and high levels of *ARLC4C*. In addition to expressing general monocyte and macrophage-specific genes (for example, *CSF1R* and *MAFB*), the LM2 cells expressed genes shared with dendritic cells (for example, *CD1C*, *FLT3* and *FCER1A*) (Extended Data Fig. 3a and Supplementary Table 2). This was not surprising, as certain dendritic cell subsets are transcriptionally very similar to liver macrophages^4^. Further analysis revealed that the LM2 cluster contained a group of cells (LM2-C2) with low expression of macrophage-specific genes (*CD68*, *CD14, CD163*, *CSF1R* and *VSIG4*) while expressing markers of type 2 cDCs (cDC2) as previously observed^4^, suggesting their identity as cDC2s (Extended Data Fig. 3b–d). Only the remaining cells (LM2-C1) that expressed these macrophage markers at high levels (*CD68*, *CD14, CD163*, *CSF1R* and *VSIG4*) were annotated as LM2 and were used for subsequent analyses. The distinct identities of LM2 (LM2-C1) and LM2-C2 (cDC2-like cells) were further confirmed in silico by a neural network classifier (learning accuracy > 87%) using LM1, LM3 and LM4 cells as control (Extended Data Fig. 3e, f). Interestingly, subcluster analysis of a previously published single-cell dataset of human liver myeloid cells also identified a subpopulation of cDC2 cells (cDC2-C4) expressing both macrophage and cDC2 markers, similar to our LM2 cells (Extended Data Fig. 3g–i)^4^. The LM2 cells (LM2-C1) thus represent a unique population of myeloid cells co-expressing macrophage and dendritic cell (DC) markers. It would therefore be interesting to dissect the origin of this population during development in future studies.

Integration of our data with a published dataset of human embryonic liver cells further demonstrated similarities between our LM1 and LM2 populations and embryonic tissue-resident macrophages^10^ (embryonic KCs and monocyte-derived macrophages) (Extended Data Fig. 3j). LM1 cells also displayed a phenotype described as ‘evolutionary conserved KCs,’ a set of marker genes of long-lived liver-resident KCs identified in mice and also recorded to be expressed by human resident macrophages (Extended Data Fig. 3k)^4^. Additionally, our LM3 and LM4 subpopulations overlapped with the embryonic population of monocytes (Extended Data Fig. 3j). LM3 and LM4 populations also exhibited similarities with adult liver monocytes or recently recruited monocyte-derived liver macrophages from other published datasets^3,4^, suggesting a monocyte-like phenotype (Extended Data Figs. 3l and 4a, b). Using the signatures defined through the scRNA-seq and flow cytometric recordings of cell-surface proteins for the LM cell subpopulations (Supplementary Table 3 and Extended Data Fig. 4c, d), we also analyzed each population using flow cytometry before and after cryopreservation. We failed to observe any significant effect of cryopreservation on LM cell population proportions (Extended Data Fig. 4e,f). Although gene ontology analysis revealed enrichment of terms such as ‘immune activation’ in all four subsets, they could not be clearly distinguished by their inflammatory phenotypes (Extended Data Fig. 4g and Supplementary Table 4). Only the LM4 cells expressed markers indicative of a modest pro-inflammatory phenotype (Supplementary Tables 2 and 3). LM4 cells were also transcriptionally similar to recruited macrophages, previously described as being pro-inflammatory despite their modest expression of inflammatory genes (Extended Data Fig. 4g, h)^5^. The lack of inflammatory activation of recruited compared with resident LMs was not surprising considering the general immunosuppressive environment of the liver^6,11,12^. Moreover, sorted LM1–LM4 cells analyzed using Cytospin exhibited a morphology comparable to previously reported human KCs (LM1 and LM2) and monocyte-derived macrophages (LM3 and LM4)^10^, but distinct to monocytes from the circulation, confirming their tissue monocyte or macrophage identity (Fig. 1f and Extended Data Fig. 4i, j). Taken together, these results suggest a different origin of LM1 and LM2 (resident) compared with LM3 and LM4 (monocyte-derived) cells. Furthermore, our data reveal that human LMs may be distinguished by their ontogeny rather than by their inflammatory status.

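Non-parenchymal cells (NPCs, the liver cells other than hepatocytes) from 3 mice on a normal diet and 3 mice on a high-fat diet were sorted singly and sequenced with Smart-seq2, a full-length scRNA-seq protocol without unique molecular identifiers. The deposited table holds 1470 cells, of which 718 came from normal diet mice and 752 from high-fat diet mice. The authors aligned the reads to mm10 with STAR, kept uniquely mapped reads and deposited RPKM values for 14915 gene rows, after their quality filters and removal of doublets. RPKM values are not counts, so no count model was used. Low RPKM values in a cell fall near whole multiples of the value of 1 read, which allowed the number of exon reads behind each cell to be estimated. The median was 149229, 127686 and 90784 reads per cell in normal diet mice 1, 2 and 3, and 196530, 86713 and 142911 in high-fat diet mice 1, 2 and 3. The median number of genes with RPKM of at least 1 was 3131, 2363 and 2608 in the normal diet mice. It was 2586, 1595 and 3163 in the high-fat diet mice, so cells of high-fat diet mouse 2 had the fewest genes detected. Values were analyzed as log2(RPKM + 1), averaged over the cells of a population within each mouse, and the mouse was taken as the replicate. Cell populations were rebuilt by clustering with the genes named at the claims left out, and are called KC1-like, KC2-like, MoMac1-like and cDC-like. Their marker genes came from Supplementary Tables 5 and 6, which the authors derived from these same libraries. Genes were compared between populations of the same mouse with an exact two-sided sign-flip permutation test, whose smallest possible p is 0.0312 for 6 mice. Adjusted p-values are Benjamini-Hochberg values over each gene list alone.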

Next, we investigated the conservation of LM cell diversity in humans and mice by performing scRNA-seq of NPCs from lean mice and mice with obesity presenting with liver steatosis and insulin resistance (Fig. 2a–c, Extended Data Fig. 5a–d and Supplementary Table 5). 

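The 4 KC genes were compared between 230 KC1-like cells and 34 MoMac1-like cells, which hold the monocyte-derived macrophages of both kinds. Mean log2(RPKM + 1) of Clec4f (chromosome 6, 83644542 to 83656116 of GRCm38, the assembly of mm10) was 11.66 ± 0.48 (SD, n = 6 mice) in KC1-like cells and 3.16 ± 1.04 in MoMac1-like cells. Vsig4 (chromosome X, 96247201 to 96293438) was at 10.66 ± 0.65 against 2.18 ± 1.31. Timd4 (chromosome 11, 46810786 to 46844333) reached 5.28 ± 1.38 against 0.52 ± 0.78, and Clec1b (chromosome 6, 129397297 to 129405413) 5.62 ± 1.63 against 1.17 ± 0.95. Each of the 4 genes was higher in KC1-like cells in 6 of 6 mice (exact permutation test, p = 0.0312, adjusted p = 0.075 over the 12 comparisons of this list alone). Cx3cr1 (chromosome 9, 120048683 to 120068296) was higher in MoMac1-like than in KC1-like cells in 6 of 6 mice, at 4.99 ± 1.85 against 0.45 ± 0.33, with the same p-values. KC2-like cells numbered 10 and came from 3 mice, a number for which p cannot fall below 0.25. Clec4f, Clec1b and Vsig4 were higher in KC2-like than in MoMac1-like cells in 3 of 3 mice, at 9.02 ± 0.93, 7.31 ± 0.54 and 8.28 ± 0.69 (SD, n = 3 mice). Timd4 was at 1.14 ± 1.08 in KC2-like cells and 0.87 ± 1.03 in MoMac1-like cells of the same mice and was higher in 2 of 3 mice (exact permutation test, p = 0.5), a difference within the spread between mice. The 17 cDC-like cells, at most 4 in any mouse, were compared with the KC1-like and MoMac1-like cells together. These were pooled cell by cell, so most of the pool was KC1-like. Itgax and Cd209a were higher in cDC-like cells in 5 of 6 mice, with differences of 3.46 and 4.59 (exact permutation test, p = 0.0938 and 0.0625). Clec9a was higher in 4 of 6 mice, with a difference of 1.77 (exact permutation test, p = 0.219). Against MoMac1-like cells alone, Itgax in high-fat diet mouse 3 was lower in cDC-like cells, at 0.42 against 0.53. In all, 8 of the 12 comparisons had the same direction in every mouse. With only mice that had at least 3 cells in both populations, all 12 did, but the KC2-like cells then came from 2 mice and the cDC-like cells from 4. Spectral clustering of the macrophages gave no KC2-like cells, which left 5 comparisons with the same direction in every mouse.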

Transcriptomic analysis of all identified intrahepatic macrophages revealed two subpopulations of *Clec4f*^*+*^*Timd4*^+^*Clec1b*^+^*Vsig4*^+^ KCs^13,14^ (KC1 and KC2) as previously described^15,16^, along with two subpopulations of *Cx3cr1*^+^ monocyte-derived macrophages (MoMac1 and MoMac2) and one population of *Itgax*^+^*Cd209a*^+^*Clec9a*^+^ cDCs (Fig. 2d, Extended Data Fig. 5e–g and Supplementary Table 6). Data integration of the mouse and human LM cells revealed similarities between the murine KC1 and the human LM1, sharing subcluster-specific conserved genes including *C1QA*, *C1QB*, *C1QC*, *VSIG4*, *ITM2B*, *CD81*, *SLC40A1*, *CD163* and *MRC1* (Fig. 2e, Extended Data Fig. 5h, i and Supplementary Tables 3 and 7). 

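In the mouse cells, 11 of the 12 genes named in the text or in Fig. 2e for KC1 were higher in KC1-like than in MoMac1-like cells in 6 of 6 mice (exact permutation test, p = 0.0312, adjusted p = 0.0341 over the list alone). The authors chose these genes from these libraries, so the count is not independent evidence. KC1-like cells were not compared with KC2-like or cDC-like cells for this list, so the count does not show genes specific to KC1. The complement genes C1qa, C1qb and C1qc lie next to each other on chromosome 4, between 136880126 and 136898844. Their mean log2(RPKM + 1) was 12.87 ± 0.25, 12.78 ± 0.37 and 12.67 ± 0.17 (SD, n = 6 mice) in KC1-like cells. In MoMac1-like cells it was 4.11 ± 1.74, 3.33 ± 1.58 and 3.60 ± 1.36. Slc40a1, which encodes the iron exporter ferroportin, was at 8.83 ± 0.78 against 1.59 ± 0.80. Cd163, Mrc1 and Cd81 differed by 3.85, 3.45 and 4.56 on the log2(RPKM + 1) scale. The smallest difference among these 11 genes was that of Itm2b, at 10.72 ± 0.69 in KC1-like and 9.19 ± 0.53 in MoMac1-like cells. Axl and Fcgrt differed by 5.36 and 3.04. Lipa was higher in 5 of 6 mice, with a mean difference of 1.90 (exact permutation test, p = 0.0625). From the integration of mouse and human cells, the paper states that KC1 and LM1 are similar and share such genes.

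**Figure D1:**
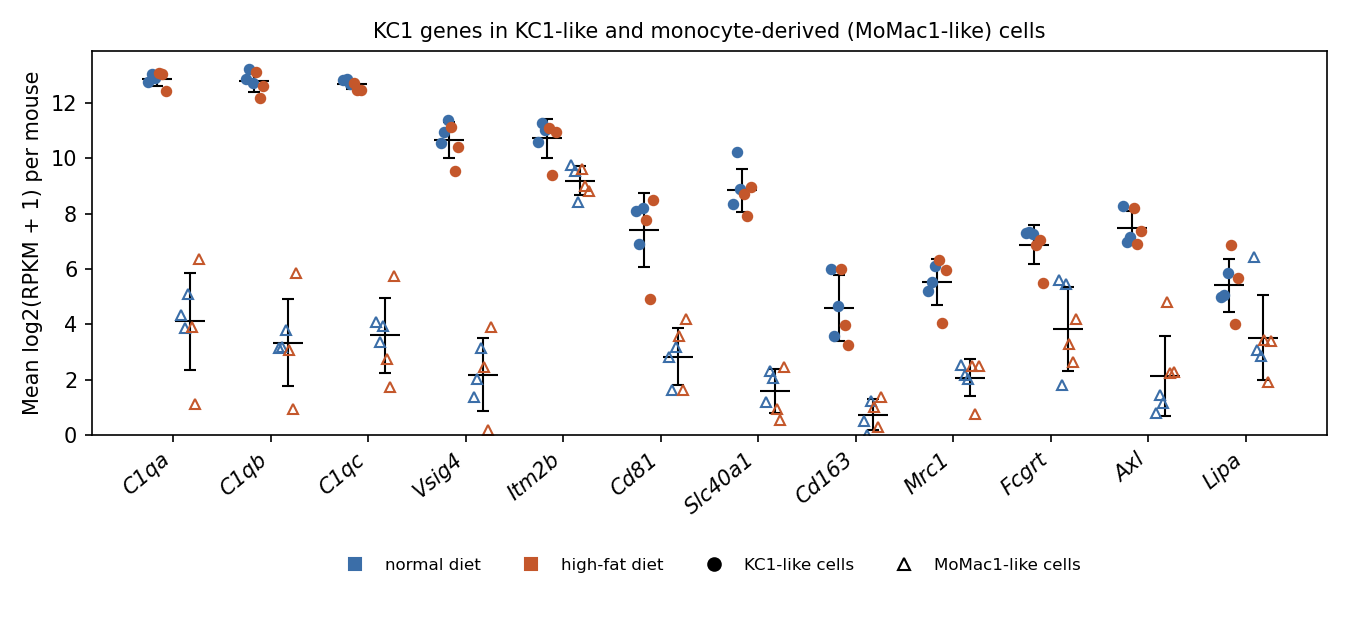
Mean log2(RPKM + 1) of the 12 KC1 genes per mouse, in KC1-like cells (filled circles) and MoMac1-like cells (open triangles), with normal diet mice in blue and high-fat diet mice in orange. Black bars give the mean and SD over the 6 mice, and the means for C1qa are 12.87 and 4.11.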

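The genes Itgal and Spn, with Pou2f2, Adcy7 and Pag1 from Fig. 2e, were compared between MoMac1-like and KC1-like cells. All 5 genes were higher in MoMac1-like cells in 6 of 6 mice (exact permutation test, p = 0.0312, adjusted p = 0.0312 over the list alone), in a list the authors chose from these libraries. Itgal (chromosome 7, 127296139 to 127335137 of GRCm38), which encodes the integrin CD11a, had a mean log2(RPKM + 1) of 8.43 ± 1.14 (SD, n = 6 mice) against 5.66 ± 0.38. Spn (chromosome 7, 127123637 to 127145552), which encodes CD43, was at 4.45 ± 1.66 against 0.47 ± 0.33. Pou2f2, Adcy7 and Pag1 differed by 3.58, 2.80 and 2.20. With the RPKM averaged over cells before the logarithm, 3 of the 5 genes were higher in every mouse. These cells were not parted from MoMac2 cells in the clustering set before the data were examined. In a clustering of the monocyte-derived and dendritic cells on their own, chosen after seeing the data, 15 MoMac1-like cells were set against the MoMac2-like cells of the same 5 mice. Itgal, Spn, Pou2f2 and Adcy7 were then higher in MoMac1-like cells in 5 of 5 mice (exact permutation test, p = 0.0625, the smallest possible with 5 mice). Pag1 was higher in 4 of 5 mice (exact permutation test, p = 0.188).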

The murine population MoMac1 shared similarities with the human population LM3 in which genes such as *ITGAL* and *SPN* were conserved between mice and humans. The murine population MoMac2 and the human population LM4 expressed conserved genes including *LYZ* and *PLAUR*. 

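No cluster was named MoMac2-like with the settings fixed before the data were examined. The MoMac2-like cells compared here came from the clustering of monocyte-derived and dendritic cells on their own, which was chosen after seeing the data, with 1 to 6 cells per mouse. Against KC1-like cells, Vim and Bcl3 from Fig. 2e were higher in MoMac2-like cells in 6 of 6 mice, with differences of 5.84 and 4.38 (exact permutation test, p = 0.0312, adjusted p = 0.156 over the 10 comparisons of this list alone). Lyz2 (chromosome 10, 117277541 to 117282272 of GRCm38) had a mean log2(RPKM + 1) of 13.93 ± 1.73 (SD, n = 6 mice) against 12.22 ± 0.47 and was higher in 5 of 6 mice (exact permutation test, p = 0.0625). Plaur (chromosome 7, 24460937 to 24475970), the urokinase receptor gene, was at 3.95 ± 2.60 against 0.20 ± 0.15 and higher in 5 of 6 mice (exact permutation test, p = 0.0625). Lyz1, which lies beside its close relative Lyz2, was at 2.75 ± 1.59 against 1.40 ± 0.41 (exact permutation test, p = 0.125). Whether Lyz1 and Lyz2 shared reads was not tested. Against the MoMac1-like cells of the same clustering, none of the 5 genes was higher in all 5 mice. Lyz2 and Plaur differed by 0.77 and 1.35 in favor of MoMac2-like cells (exact permutation test, p = 0.562 and 0.438), within the spread between mice. Without high-fat diet mouse 2, 4 of the 5 genes were higher than in KC1-like cells in every remaining mouse. With a pseudocount of 0.1, 1 gene was.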

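Supplementary Table 3 lists 60 genes for the human LM2-C1 cells, of which 51 had a mouse gene of the same symbol in the deposited table. Orthologs with other symbols were not considered. The highest mean log2(RPKM + 1) over mice was in cDC-like cells for 34 of the 51 genes, in MoMac1-like cells for 10 and in KC1-like cells for 7. With the RPKM averaged over cells before the logarithm, these numbers were 18, 10 and 23, so the order of the populations depended on that choice. Higher values in every mouse than in the other populations together were seen for 6 genes in cDC-like cells, 3 in MoMac1-like cells and 3 in KC1-like cells. The other populations were pooled cell by cell, so for cDC-like and MoMac1-like cells most of the pool was KC1-like. Over the 153 comparisons of this list alone, 27 had p under 0.05 in either direction and 0 an adjusted p under 0.05 by the exact permutation test. Flt3 (chromosome 5, 147330741 to 147400489 of GRCm38) was at 4.36 ± 2.15 (SD, n = 6 mice) in cDC-like cells and 0.19 ± 0.21 in the other cells, and higher in 6 of 6 mice (exact permutation test, p = 0.0312, adjusted p = 0.177). Of these 3 populations, Fcgr2b (chromosome 1, 170960558 to 170976071) was highest in MoMac1-like cells, which were not parted from MoMac2 cells here. It was at 6.00 ± 1.49 against 4.04 ± 0.56 in the pool, higher in 6 of 6 mice with the same p-values. On average it was at 3.97 in KC1-like and 5.15 in cDC-like cells, so the test says little of cDC-like cells. Clec10a was at 1.65 ± 2.29 in cDC-like cells and 0.30 ± 0.22 in KC1-like cells. Fcer1a stayed at or below 0.18 in each of these populations on average. In the clustering of monocyte-derived and dendritic cells on their own, chosen after seeing the data, the highest mean was in cDC-like cells for 29 genes, in MoMac2-like cells for 13, in KC1-like cells for 5 and in MoMac1-like cells for 4. Fcgr2b was then at 6.91 in MoMac2-like, 5.28 in cDC-like and 4.96 in MoMac1-like cells. Clec10a was at 1.93 in MoMac2-like and 1.65 in cDC-like cells, and Fcer1a at 0.46 in MoMac2-like cells.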

Interestingly, although the human LM2 cells partially overlapped with the murine KC1 population and shared the expression of some general genes, no LM2-specific genes were conserved in the murine LM cell populations, suggesting that LM2 cells might be specific to humans. Some of the cells in the murine population KC2 overlapped with multiple human LMs, while a subcluster of KC2 did not overlap with any specific human population (Extended Data Fig. 5h, i). In contrast, in each human–mouse matched LM cell subset, many of the expressed genes were specific for either species (Extended Data Fig. 6a), highlighting conserved differences between human and mice. Overall, this suggests that the landscape of LM cell populations differs between mice and humans.

**Fig. 2:**
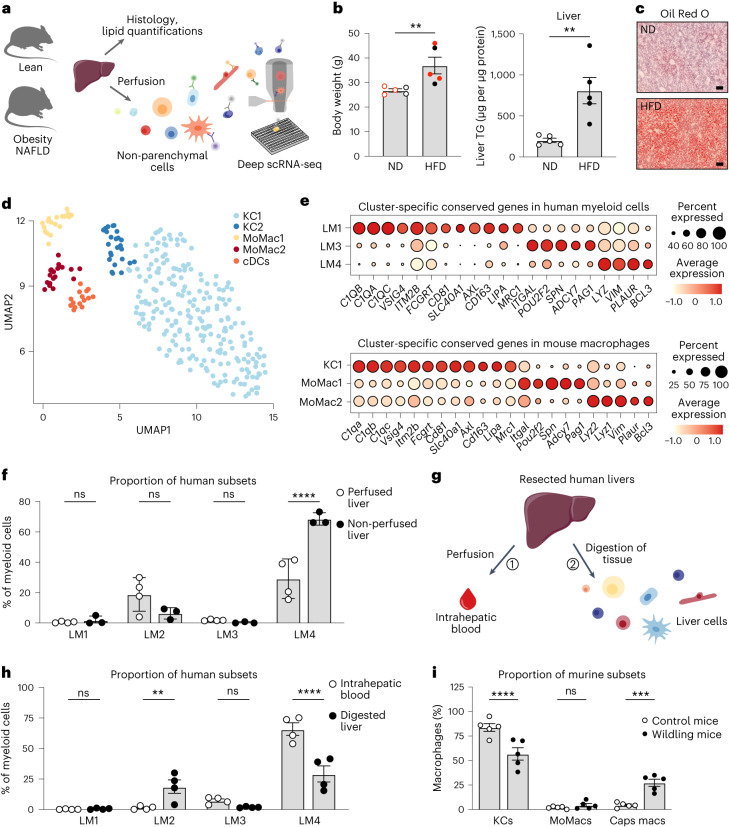
Human–mouse conservation of the LM cell populations. **a**, Experimental outline: livers from lean and obese mice on a high-fat diet for 9 weeks were either collected for histology and lipid quantifications or perfused to isolate murine NPCs. NPCs were single-cell sorted using an antibody panel with ten markers to record the expression of cell-surface proteins for individual cells and used for single-cell transcriptomic profiling. **b**, Body weight (*n* = 5 per group; *P* = 0.0079) and lipid (triglyceride, TG) content in murine livers (*n* = 5 per group; *P* = 0.0079). Red indicates mice used for scRNA-seq. ND, normal diet; HFD, high-fat diet. **c**, Representative images of lipid staining with Oil Red O of murine livers (*n* = 3 per group). Scale bar, 50 µm. **d**, UMAP visualization of liver myeloid cells from lean (*n* = 3) and obese mice (*n* = 3); colors indicate cell cluster. Each symbol represents a single cell. **e**, Dot plot of conserved genes between humans (top) and mice (bottom) specifically expressed by each macrophage cluster. Color intensity indicates expression level, and dot size indicates gene expression frequency (percentage of cells expressing the gene). **f**, Proportion of human LM subsets among all living CD45^+^CD68^+^HLA-DR^+^ myeloid cells in perfused (*n* = 4) and non-perfused livers (*n* = 3) (LM4 perfused versus non-perfused, *P* < 0.0001). ns, not significant. **g**, Experimental outline: (1) resected livers were perfused to flush out the intrahepatic blood; (2) livers were then digested and cells from the intrahepatic blood and the digested liver tissues were compared using flow cytometry. **h**, Proportion of LM subsets among all living CD45^+^CD68^+^HLA-DR^+^ myeloid cells in intrahepatic blood and digested liver tissue from the same donors (*n* = 4) (LM2 blood versus liver, *P* = 0.0084; LM4 blood versus liver, *P* < 0.0001). **i**, Proportion of murine LM cells in livers from wildling (*n* = 5) and control (*n* = 5) mice (KCs control versus wildling, *P* < 0.0001; Caps macs control versus wildling, *P* = 0.0003). Caps macs, capsular macrophages. Data are presented as mean ± s.e.m. *P* values were calculated by two-tailed Mann–Whitney *U*-test (**b**) or two-way ANOVA with adjustment for multiple comparisons (**f**, **h**, **i**). **P < 0.01; ***P < 0.001; ****P < 0.0001. Illustrations in **a** and **g** were partly created using components adapted from Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. Source data

In addition, extensive literature has reported that the majority of macrophages in homeostatic murine livers are self-maintaining resident KCs with an embryonic origin^17–21^. We therefore analyzed the proportion of each macrophage subset in the human liver using flow cytometry, as scRNA-seq does not always reflect the true proportions of cell types within a tissue. As the liver is also highly vascularized, we analyzed the proportions in both perfused and non-perfused livers to be able to discriminate between liver resident cells and circulating monocytes. Flow cytometric analysis confirmed the presence of all four LM cell populations in both perfused (resected) and non-perfused (healthy donor) livers, with the majority being LM4 in both cohorts (29.2% in perfused and 68.5% in non-perfused livers) (Fig. 2f and Extended Data Fig. 6b). To further validate this observation, we used resected livers and compared the proportion of LM cells in the digested tissue to LM cells present in the intrahepatic blood collected from the same liver during the perfusion (Fig. 2g). The LM4 cells were detected in both the intrahepatic blood (65.9%) and the liver parenchyma (29.2%), while the LM3 cells were predominantly observed in the blood (7.3% in intrahepatic blood, 1.9% in liver), suggesting that both of these populations have a monocytic origin (Fig. 2h and Extended Data Fig. 6b). In addition, these analyses indicated that the LM4 cluster might also contain some blood monocytes, although these could also be recently recruited cells that were released from the intrahepatic vessels during the perfusion. In contrast, the LM2 cells were mainly identified in the liver tissue (18.8% in liver, 1.4% in intrahepatic blood), confirming their tissue residency (Fig. 2h). These differences in proportions of LM cell populations between mice and humans could be either environment specific or species specific^22^. To test this, we analyzed the proportion of LM subsets in laboratory wildling mice that have wild (rich and diverse) microbiota typically found in the wild that better reflects the human immune situation^23,24^. Although the total proportion of LM cells remained unchanged, wildling mice had lower proportions of KCs (57%) and higher proportions of recruited capsular macrophages (27%) compared with control mice (84% KCs and 4% capsular macrophages) housed in specific pathogen-free (SPF) conditions (Fig. 2i and Extended Data Fig. 6c–e). These data suggest that humans and mice have different LM compositions, likely due to both species and environmental differences.

### Human LM cells are mostly monocyte-derived

In comparison with mice, our data suggested that the largest population of human liver myeloid cells, LM4 cells, was characterized by a transcriptional signature of monocyte-derived infiltrating macrophages. Studying macrophage ontogeny in humans is a challenging endeavor due to the lack of fate-mapping tools. To investigate the origin and turnover of human LM cells, we therefore analyzed the replenishment of liver myeloid cells by circulating monocytes in individuals undergoing liver transplantation (Table 2). Liver biopsies were collected before transplantation of the donor liver into the recipient, and at 6 h after transplantation. Blood samples and liver biopsies from the explanted liver were also collected, and liver cells could be distinguished as being either donor-derived or recipient-derived by staining the cells for the donor-specific human leukocyte antigen (HLA) type (Fig. 3a). Analyzing the composition of donor versus recipient myeloid cells in the donor liver revealed a significant infiltration of myeloid cells, with 68% of all myeloid cells in the liver having a recipient origin at 6 h after transplantation (Fig. 3b, c and Extended Data Fig. 7a). Next, we investigated the turnover of each LM subpopulation after transplantation and determined that the majority of recipient-derived myeloid cells that had infiltrated and populated the liver were LM4 cells (Fig. 3d). Donor LM4 cells appeared to decrease in proportion after transplantation (not significant) and could be detected in the circulation of the recipient (Extended Data Fig. 7b, c).

**Table 2:** Clinical characteristics of patients included in the study: cohort 2

Clinical parameter	Recipient (*n* = 3)	Donor (*n* = 3)
Age, years (mean, range)	37 (27–47)	61 (58–66)
Sex, female/male (*n*)	2/1	2/1
BMI, kg m^−^^2^, (mean, range)	21 (19–24)	25 (22–31)

**Fig. 3:**
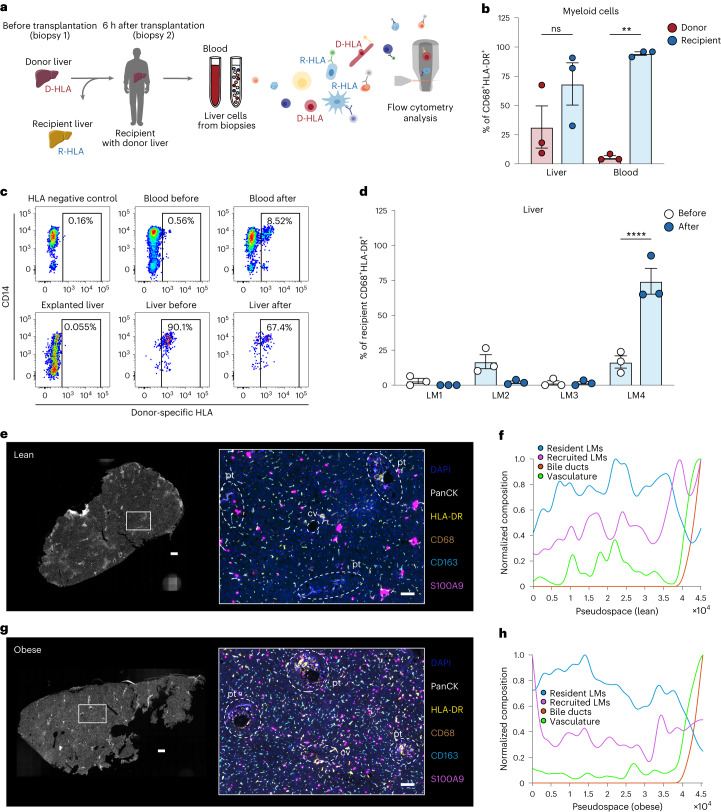
Human LM cells are mostly monocyte-derived. **a**, Experimental outline: liver biopsies and peripheral blood samples were collected before and 6 h after liver transplantation (*n* = 3 per group). Liver cells and PBMCs were then isolated and used for flow cytometric analysis to assess the proportion of recipient-derived and donor-derived cells. D-HLA, donor HLA; R-HLA, recipient HLA. **b**, Proportion of donor-derived or recipient-derived macrophages among all living CD45^+^CD68^+^HLA-DR^+^ myeloid cells after transplantation (*n* = 3 per group; blood donor versus recipient, *P* = 0.0024). **c**, Representative analysis of proportion of donor-derived cells as assessed by flow cytometric staining for donor-specific HLA. **d**, Proportion of LM subsets among all living CD45^+^CD68^+^HLA-DR^+^ myeloid cells in livers before (recipient, *n* = 3) and after (donor, *n* = 3) transplantation (LM4 before versus after, *P* < 0.0001). LM1 was defined as CD14^+^CD16^+^CD206^+^S100A9^−^, LM2 as CD14^+^CD16^−^CD206^+^S100A9^−^, LM3 as CD14^+^CD16^+^CD206−S100A9^+^ and LM4 as CD14^+^CD16^−^CD206^−^S100A9^+^. **e**, Representative images of lean human livers imaged using PhenoCycler, displaying the imaged tissue (left) and region of interest highlighting six markers (right; DAPI, PanCK, HLA-DR, CD68, CD163 and S100A9) that are colored according to the panel on the right. Regions containing portal tracts (pt) and central vein (cv) are highlighted in the image by dashed white lines. Images are representative of two individuals. Scale bar, 400 µm (left; entire tissue) and 100 µm (right; region of interest). **f**, Pseudospace plot visualizing the composition of resident and recruited myeloid cells sorted by tissue regions containing bile ducts (sorted to the right) in one lean donor. **g**, Representative images of livers of humans with obesity imaged using PhenoCycler. Images are representative of two individuals. Scale bar, 400 µm (left; entire tissue) and 100 µm (right; region of interest). **h**, Corresponding pseudospace plot. Data are presented as mean ± s.e.m. *P* values were calculated by two-way ANOVA with adjustment for multiple comparisons. **P < 0.01; ****P < 0.0001. Illustrations in **a** were partly created using components adapted from Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. Source data

Because the transplantation itself could affect the results of LM cell replenishment at a time point as early as 6 h after transplantation, we compared these results to data from a previously published study in which macrophages were investigated years after transplantation^25^. As this study did not analyze the pattern of turnover within different liver macrophage subsets, we analyzed the previously published flow cytometric data to examine the four LM cell subsets. This revealed that at 8 months (*n* = 2) or 11 years (*n* = 2) after transplantation, the majority of myeloid cells in the liver (90.6%) were derived from infiltrating monocytes (recipient-derived) (Extended Data Fig. 7d–f). Despite a small residual proportion of cells of donor origin still present in each population, these results highlight the general monocytic origin of all human LM cells. Taken together, these two sets of results (short-term and long-term after transplantation) suggest that most LM cells are monocyte-derived but have different turnover kinetics, with LM4 being the most rapidly replaced following transplantation (Fig. 3d and Extended Data Fig. 7f). These findings might be the result of the ischemia–reperfusion injury associated with transplantation, leading to a heightened frequency of infiltration of monocyte-derived cells to the liver and an increased liver myeloid cell turnover compared with what would have been observed in the steady state, especially at the early time point. However, the data derived from the long-term liver samples after transplantation in combination with our scRNA-seq analyses still suggest that the majority of LM cells in adult human individuals are monocyte-derived macrophages.

Next, we evaluated the tissue distribution of macrophages in the liver using spatial proteomics, during which sections of liver tissues were stained with a panel of directly conjugated antibodies against immune populations and other liver cells. Interestingly, this analysis identified a small proportion of recruited myeloid cells (CD68^+^S100A9^+^) that localized in periportal areas in lean individuals (Fig. 3e and Extended Data Fig. 7g). Pseudospace analysis was further performed to visualize the spatial organization of liver cells along a defined linear axis. Pseudospace analysis in lean individuals confirmed the increased composition of vascular cells near the portal tract^4^ and revealed that the ratio of recruited LM cells was either evenly distributed or higher closer to portal tracts (defined by the identification of PanCK^+^ biliary cells and SMA^+^ portal tract vessels). In contrast, resident LM cells (CD68^+^CD163^+^) decreased in number near the portal tract (Fig. 3f and Extended Data Figs. 7g and 8a). In individuals with obesity, a slightly increased number of recruited LM cells were observed in areas furthest away from the portal tracts (Fig. 3g,h and Extended Data Figs. 7h and 8a), likely corresponding to pericentral areas (surrounding the central vein). These particular localizations have previously been associated with infiltrating monocytes differentiating into macrophages (denoted as transitioning monocytes) in both mice and humans^4,26^. Nonetheless, the majority of liver myeloid cells (HLA-DR^+^CD68^+^) in both lean individuals and individuals with obesity were localized to the zones between the portal tracts and central veins, irrespective of their phenotype (resident or recruited) (Extended Data Fig. 8a). These observations were further validated by immunofluorescence microscopy in a second cohort of lean patients and patients with obesity (Table 3 and Extended Data Fig. 8b–e).

**Table 3:** Clinical characteristics of patients included in the study: cohort 3

Clinical parameter	Lean (*n* = 6)	Obesity (*n* = 5)
Age, years (mean, range)	63 (27–77)	67 (58–75)
Sex, female/male (*n*)	2/4	2/3
BMI, kg m^−^^2^, (mean, range)	23 (21–25)	34 (32–38)*

*Average is from four individuals.

### Turnover of resident LM cells in obesity

To understand the role of human LM populations during the development of obesity and metabolic disease, we compared the transcriptomic profiles of lean individuals and individuals with obesity. We observed that all four subpopulations were highly affected by obesity-associated NAFLD, despite the early stage of the disease (Extended Data Fig. 9a and Supplementary Table 8). Gene ontology analysis of significantly upregulated genes for each individual subpopulation in states of obesity revealed an expected upregulation of genes involved in ‘immune responses’ in all subpopulations (Supplementary Tables 8–10). However, the regulation of inflammatory genes seemed to be restricted to a small number of genes (for example, *CX3CR1* and *IL1B*), as most genes associated with inflammation remained unchanged, indicating an overall subtle inflammatory response during obesity in humans (Extended Data Fig. 9b–e and Supplementary Table 8). Moreover, although the recently recruited monocyte-derived LM4 cells were mildly pro-inflammatory compared with the other LM cells (Extended Data Fig. 3h, i and Supplementary Tables 2, 3 and 8), this phenotype was not exacerbated during obesity-associated NAFLD. These data confirm at the single-cell resolution that the LM cell inflammatory status is not dramatically affected by obesity^27^.

In contrast, the resident LM2 cells exhibited upregulated expression of genes involved in ‘detoxification’ and ‘antioxidant response’ pathways, including the antioxidant gene *PRDX2* (Fig. 4a, b and Supplementary Tables 8–10). We then further categorized the patients with obesity into three groups: insulin sensitive, insulin resistant, and patients diagnosed with type 2 diabetes (T2D) (Supplementary Table 11). Interestingly, *PRDX2* was upregulated in both insulin-sensitive and insulin-resistant patients, suggesting obesity as a major driver of *PRDX2* upregulation (Fig. 4b). The expression of *PRDX2* was lower in patients with T2D with more severe metabolic impairment (Extended Data Fig. 9f–k).

**Fig. 4:**
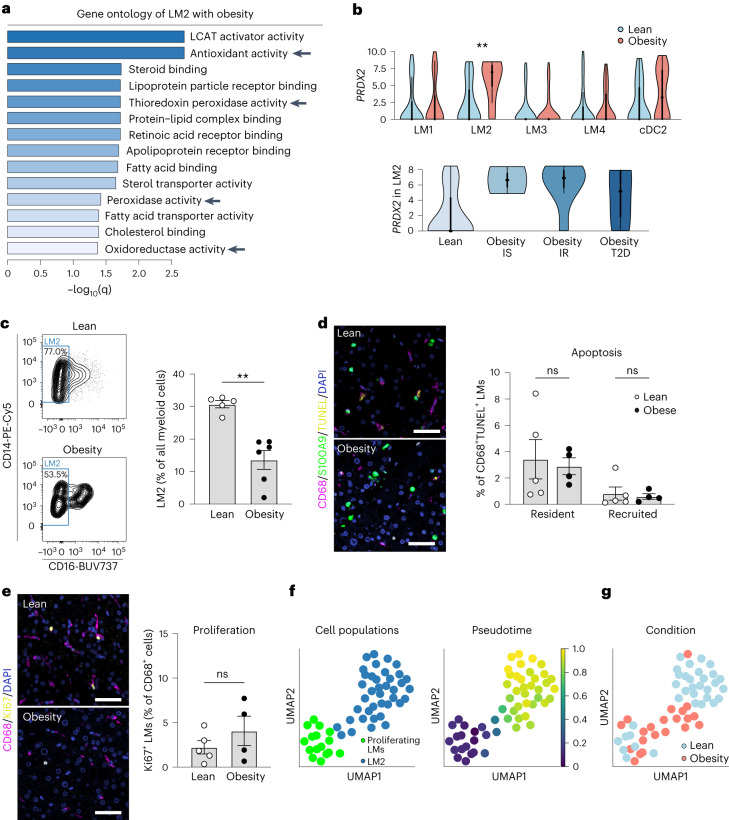
A distinct population of LM cells expresses increased levels of antioxidative genes. **a**, Gene ontology analysis of enriched molecular functions in LM2 with obesity compared with lean. LCAT, lecithin–cholesterol acyltransferase. **b**, Gene expression distribution (log_2_(RPKM)) of *PRDX2* in lean and obese LM subpopulations (top) or in LM2 stratified by obesity states (bottom). Dot indicates the median expression, thick line indicates the interquartile range, and thin line displays 1.5× interquartile range (LM2 lean versus obesity, *P* = 0.0025). IS, insulin sensitivity; IR, insulin resistance. **c**, Representative analysis of proportion of human LM2 cells among all myeloid cells (live CD45^+^CD14^+^HLA-DR^+^ cells; left) and proportion of LM2 in lean individuals (*n* = 5) and individuals with obesity (*n* = 6; right) (lean versus obese, *P* = 0.0043). **d**, Representative immunofluorescence images of CD68 (purple), S100A9 (green) and TUNEL (yellow) in human livers from lean individuals (*n* = 5) and individuals with obesity (*n* = 4) (left), and quantification of apoptotic CD68^+^S100A9^−^ resident and CD68^+^S100A9^+^ recruited LM cells (right). Scale bar, 50 µm. **e**, Representative immunofluorescence images of CD68 (purple) and Ki67 (yellow) in human livers from lean individuals (*n* = 5) and individuals with obesity (*n* = 4) (left), and quantification of proliferating CD68^+^ LM cells (right). Scale bar, 50 µm. **f**, UMAP visualization of proliferating macrophages and LM2 cells colored by cell cluster (left) and by differentiation of proliferating myeloid cells to the LM2 cluster from pseudotime analysis (right). **g**, UMAP visualization of proliferating macrophages and LM2 cells colored by condition. Data are presented as mean ± s.e.m. *P* values were calculated by one-way (**b**) or two-way (**d**) ANOVA with adjustment for multiple comparisons or by two-tailed Mann–Whitney *U*-test (**c**, **e**). **P < 0.01. Source data

Considering the paradoxical regulation of *PRDX2*, a protective gene in obesity, we analyzed the proportion of LM2 and discovered it to be decreased in patients with obesity, independently of insulin resistance, compared with lean individuals (Fig. 4c and Extended Data Fig. 10a). Studies from mice have reported that resident liver macrophages decrease in number during more severe stages of liver disease such as NASH^13,28–30^, and this is suggested to be due to impaired self-renewal or loss of identity^13,30^. Interestingly, when comparing the composition of LM subsets in individuals with obesity (Extended Data Fig. 10b) with that of the healthy donor livers (Fig. 2f), changes in the proportion of LM subsets with obesity were evident. Whereas LM4 was by far the largest population in healthy donor livers (68.5%), LM4 cells comprised only 20.9% of all myeloid cells in individuals with obesity. Quantification of immunofluorescent staining of recently recruited (CD68^+^S100A9^+^) myeloid cells did not reveal any significant differences in monocyte recruitment between lean individuals and individuals with obesity (Extended Data Fig. 10c).

Because LM cell recruitment did not seem to be affected by obesity, to further investigate the mechanism underlying the decrease in LM2 cell number during obesity, we assessed apoptosis (terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) assay) and proliferation (Ki67 staining) in both recently recruited and resident myeloid cells. Notably, apoptosis and proliferation were similar in both fractions (Fig. 4d, e and Extended Data Fig. 10d–f), leading us to speculate that rather than a change in the number of LM2 cells, their maturation might be affected by obesity, resulting in a diminished detection using flow cytometric markers. To test this hypothesis, we analyzed the pattern of differentiation of LM2 during obesity-associated NAFLD using our scRNA-seq data. First, RNA velocity revealed a pattern of differentiation from a subset of proliferating cells (proliferating myeloid cells) to LM2 and cDC2 cells (Extended Data Fig. 10g, h). We then further analyzed the LM2 differentiation path using pseudotime and confirmed the differentiation pattern from proliferating myeloid cells to LM2 (Fig. 4f). The later stages of pseudotime contained a larger proportion of cells from lean individuals, whereas the earliest stages contained more cells from individuals with obesity (Fig. 4g and Extended Data Fig. 10i). This suggests that LM2 cells from patients with obesity might be less mature than cells from lean individuals and could explain the lower proportion of LM2 cells at these early stages of obesity-induced NAFLD. Although additional work (requiring the development of novel tools for human fate-mapping) is needed to clearly define the pattern of differentiation of LM2 in the lean and obese states, these in silico data in combination with our flow cytometric analyses suggest that the decreased proportion of LM2 cells in obesity and NAFLD could be the result of an alteration of their differentiation, rather than their recruitment, death or propagation.

### Resident LM cells reduce oxidative stress

Considering the unexpected upregulation of antioxidant gene expression in LM2 during obesity, we further investigated their role during the progression of metabolic liver disease. First, we used an in vitro model of human hepatic 3D spheroid cultures in which primary human liver cells retain their proteomic and metabolomic phenotypes for multiple weeks^31,32^. Primary human hepatocytes and NPCs from three different donors were cultured as spheroid microtissues together with pathophysiological levels of free fatty acids (FFAs), glucose and insulin in order to emulate liver steatosis, oxidative stress and insulin resistance associated with obesity and NAFLD (Supplementary Table 12; donor 1)^33,34^. Hepatic spheroid cultures were comprised of either hepatocytes and all NPCs, or of hepatocytes and NPCs from which LM2 cells had been selectively depleted using antibodies (Fig. 5a and Extended Data Fig. 4i).

**Fig. 5:**
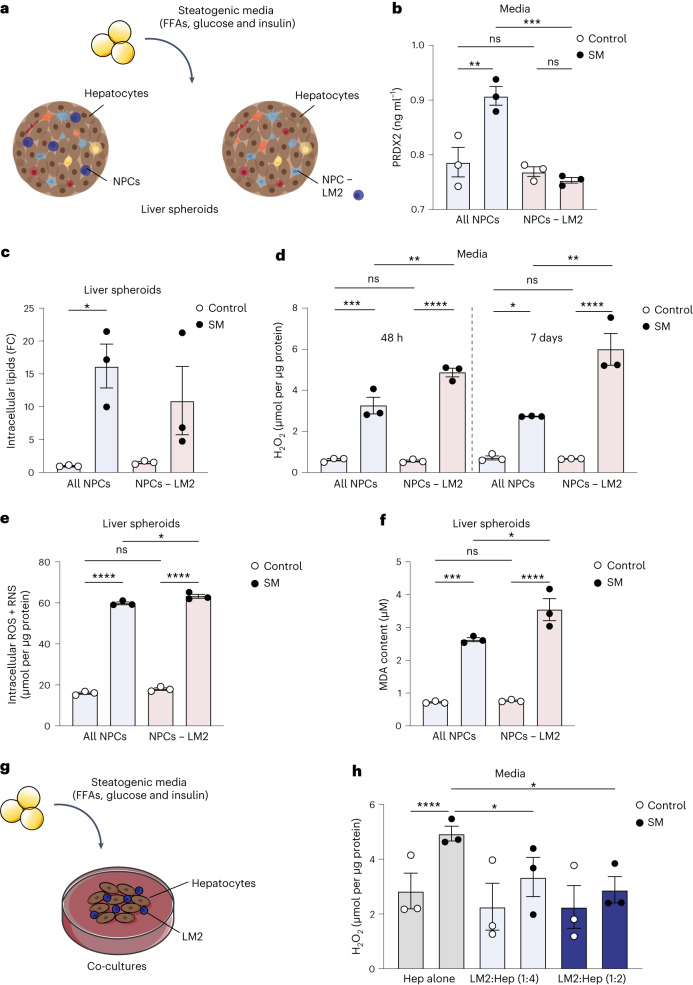
LM2 is protective by reducing oxidative stress associated with obesity. **a**, Experimental outline: human liver spheroids of hepatocytes and NPCs or with hepatocytes and NPCs where LM2 have been depleted (NPCs − LM2) using FACS were treated with high levels of FFAs, glucose and insulin (steatogenic media, SM) for 1 week. **b**, Protein quantification of PRDX2 levels in the media of liver spheroids after 7 days of treatment with SM (SM all NPCs versus NPCs − LM2, *P* = 0.0008; all NPCs SM versus control, *P* = 0.0040). **c**, Quantification of intracellular lipids in liver spheroids upon treatment with SM for 7 days (all NPCs SM versus control, *P* = 0.0339). FC, fold change. **d**, ROS (H_2_O_2_) content in media after 48 h and 7 days of treatment with SM (all NPCs SM versus control, *P* = 0.0002 (48 h) and *P* = 0.0263 (7 days); NPCs − LM2 SM versus control, *P* < 0.0001 (48 h) and *P* < 0.0001 (7 days); SM all NPC versus NPCs − LM2, *P* = 0.0050 (48 h) and *P* = 0.0016 (7 days)). **e**, Intracellular ROS and RNS in liver spheroids after 7 days of treatment with SM (all NPCs SM versus control, *P* < 0.0001; NPCs − LM2 SM versus control, *P* < 0.0001; SM all NPC versus NPCs − LM2, *P* = 0.0415). **f**, Lipid peroxidation by-product (MDA) content in liver spheroids after 7 days of treatment with SM (all NPCs SM versus control, *P* = 0.0002; NPCs − LM2 SM versus control, *P* < 0.0001; SM all NPC versus NPCs − LM2, *P* = 0.0213). **g**, Experimental outline: human primary hepatocytes were co-cultured with LM2 cells at a 1:2 or 1:4 ratio (LM2:Hep) and treated with SM for 48 h. **h**, ROS (H_2_O_2_) content in media after treatment with SM (Hep alone SM versus control, *P* < 0.0001; SM Hep alone versus LM2:Hep (1:4), *P* = 0.0346; SM Hep alone versus LM2:Hep (1:2), *P* = 0.0243). *n* = pooled liver spheroids from 1 hepatocyte donor and 3 NPC donors (**a**–**f**) or from 3 hepatocyte donors and 1 NPC donor (**g**, **h**). Data are presented as mean ± s.e.m. *P* values were calculated by one-way (**b**–**f**) or two-way (**h**) ANOVA with adjustment for multiple comparisons. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Illustrations in **g** were partly created using components adapted from Servier Medical Art, provided by Servier, licensed under a Creative Commons Attribution 3.0 unported license. Source data

PRDX2 can be secreted in response to blunt oxidative stress^35,36^. However, the role of LM-derived PRDX2 during oxidative stress associated with NAFLD in humans has not been previously described. Levels of PRDX2 were significantly increased in the media of liver spheroids with all NPCs cultured in steatogenic media, whereas they unexpectedly remained unchanged in liver spheroids lacking LM2 cells. This suggests that most secreted PRDX2 in obesity originates from LM2 cells (Fig. 5b). Although LM2 depletion had no significant effect on lipid accumulation (Fig. 5c and Extended Data Fig. 10j), it significantly increased extracellular reactive oxygen species (ROS) in spheroids treated with steatogenic media (Fig. 5d). Furthermore, the levels of intracellular ROS and reactive nitrogen species (RNS) were only slightly increased, suggesting a selective capacity of LM2 to buffer extracellular ROS (Fig. 5d, e). Enhanced lipid peroxidation as a result of oxidative stress has been previously associated with obesity and can lead to both oxidative damage and cell death^37–39^. Consistently, depletion of LM2 also significantly increased lipid peroxidation as measured by the concentration of the lipid peroxidation by-product malondialdehyde (MDA) (Fig. 5f). Since oxidative stress can be decoupled from steatosis^33^, our results suggest that LM2 reduced ROS levels in the media of liver spheroids via the release of PRDX2, independently of lipid accumulation. To further validate these observations, we performed co-cultures of primary human hepatocytes from three different donors together with sorted LM2 cells at two different concentrations (Fig. 5g, Extended Data Fig. 4i and Supplementary Table 12; donors 2–4). The addition of LM2 cells significantly decreased extracellular ROS in co-cultures treated with steatogenic media (Fig. 5h). This further supports the importance of the resident LM2 cells in maintaining reduction–oxidation (redox) balance in the liver microenvironment to protect against obesity-associated oxidative stress.

## Discussion

Beyond characterizing LM cell heterogeneity in individuals with obesity, our study unveiled striking differences in the origin and replenishment of human liver myeloid cells, which has considerable implications for the interpretation of immunological data from murine NASH models. Whereas only a minor fraction of liver macrophages is monocyte-derived during steady state in mice, the majority of human liver myeloid cells are monocyte-derived cells in both lean individuals and individuals with obesity. Studying the turnover of liver myeloid cells in individuals undergoing liver transplantation using markers of donor–recipient mismatch revealed that different LM cell populations have distinct turnover kinetics. Some LM cell populations are rapidly replaced following transplantation (hours after transplantation), while others are more slowly replaced over time (months to years after transplantation). Human livers also contained a distinct population of resident myeloid cells co-expressing markers of both macrophages and dendritic cells. These could be the recently described population of DC3s because they express both macrophage and DC markers^40,41^; however, in-depth analysis would be required to understand the identity and origin of this population. These cells also expressed high levels of genes regulating oxidative and metabolic stress in obesity, in particular the antioxidant *PRDX2*. Moreover, their proportion decreased with obesity due to the inability to fully differentiate into mature macrophages. Our functional analyses demonstrated that the PRDX2 protein was upregulated and released into the media in our human in vitro 3D liver cultures in response to treatment with steatogenic media. Importantly, experimental removal of the same LM cell population was sufficient to exacerbate both the release of oxidative stress species and of lipid peroxidation in 3D microtissues. In contrast, addition of the same population to 2D cultures with primary hepatocytes was protective against the oxidative stress induced by the steatogenic media. Because resident LM cells are protective against metabolic impairments, we envisage a cellular network whereby resident LM cells might not fully acquire their protective phenotype during obesity. In summary, our study highlights a novel cellular mechanism in which resident LM cells attenuate the burden of oxidative stress during early stages of obesity-associated metabolic disease.

## Methods

### Patients

Human adult liver samples were collected from 13 individuals with obesity (BMI, 35–42 kg m^−2^), of which five were used for scRNA-seq. The patients underwent laparoscopic Roux-en-Y gastric bypass surgery and did not have any previous history of cardiovascular disease, gastrointestinal disease, systemic illness, alcohol abuse, coagulopathy, chronic inflammatory disease, or any clinical sign of liver damage or surgical intervention within 6 months prior to the study. Patients did not receive any low-calorie diet before the surgery, as this would influence the degree of liver steatosis and inflammation. All individuals with obesity had an HSI > 36, indicative of NAFLD, as calculated by ref. ^42^. Insulin sensitivity was assessed using the homeostatic model assessment for insulin resistance (HOMA-IR), for which four individuals with HOMA-IR < 3.5 were classified as having obesity with insulin sensitivity, and nine individuals with HOMA-IR > 3.5 were classified as having obesity with insulin resistance. Three of the patients with obesity with insulin resistance were previously diagnosed with T2D. Controls included 12 lean individuals (maximum BMI, 25) with primary or metastatic liver tumors, or from donor livers rejected for transplantation. Liver samples were collected during liver resection surgery, and only non-affected tissues were used. The lean patients used for scRNA-seq (*n* = 3) had not received chemotherapy or radiotherapy prior to surgery and had no history of T2D. For liver samples used for immunofluorescence, a second cohort of samples was collected from five individuals with obesity (BMI, 30–38 kg m^−2^) and six lean individuals (maximum BMI, 25) undergoing liver resection surgery.

For liver biopsies collected from individuals undergoing liver transplantation with HLA-mismatched liver allografts, liver samples were collected from three donor and three explanted livers. The patients underwent transplantation surgery due to primary sclerosing cholangitis, primary biliary cirrhosis or progressive familial intrahepatic cholestasis. Biopsies were collected from the donor liver before transplantation into the recipient, and at the end of the transplantation surgery. Liver biopsies were also collected from the explanted liver (from the recipient) during the transplantation surgery, after its removal. Peripheral blood samples (from the recipient) were collected at the same time as the second liver biopsy from the donor liver. Monocytes used for Cytospin were isolated from buffy coats from blood donations of healthy volunteers from the local hospital blood bank. In addition, the human hepatocytes used for 2D and 3D culture in Fig. 5 were procured from BioreclamationIVT. All of the studies involving human subjects have been planned in compliance with national legislation and the World Medical Association’s Code of Ethical Principles for Medical Research Involving Human Subjects (Declaration of Helsinki), and have been granted ethical approvals by the Regional Ethical Review Board in Sweden (Regional Ethical Committee in Stockholm, Sweden (2017/214-31, 2017/269-31, 2008/1010-31, 2006/229-31)). All individuals provided oral and written informed consent. Additionally, no compensation or any other form of payment was given to participants to ensure that samples were donated out of free will and for no other reason.

### Isolation of NPCs from human biopsies and PBMCs

Human liver samples from individuals with obesity (collected during gastric bypass surgery) and liver samples collected from transplantation surgeries were processed by mechanical dissociation before digestion with 0.25 mg ml^−1^ collagenase II (Sigma, C6885) and 0.2 mg ml^−1^ DNase I (Roche, 1010415900) at 37 °C for 30 min. Cell suspensions were filtered through a 70-µm cell strainer and centrifuged at 50 × *g* for 3 min to pellet the hepatocytes. The supernatant containing the NPCs was washed once in PBS and cryopreserved in FBS with 10% DMSO (Sigma, D2650) and stored in liquid nitrogen for subsequent analyses. Human liver samples from individuals undergoing liver resection surgery, including the samples collected from intrahepatic blood and liver tissues from the same donor, were processed by a three-step perfusion technique^43^. Liver excess sinusoidal blood (intrahepatic blood) was collected in a series of flushing steps. Livers were then subjected to several perfusion steps including enzymatic digestion with collagenase XI (Sigma). Cells were cryopreserved in FBS with 10% DMSO and stored in liquid nitrogen for subsequent analyses. Peripheral blood mononuclear cells (PBMCs) from blood samples were isolated with density gradient centrifugation. Samples were first diluted with PBS and loaded onto a Ficoll-Hypaque media solution (GE Healthcare, 17-1440-02) and centrifuged at 2,000 r.p.m. for 20 min at room temperature. The interphase ring with enriched mononuclear cells was collected and washed twice before cryopreservation for subsequent analyses.

### Mice

Mice were group-housed under SPF conditions and maintained on a 12 h/12 h light/dark cycle at 20 ± 1 °C with 50–53% humidity with ad libitum access to food and water. Male mice were used in all experiments due to the predominant use of male mice in previous studies of diet-induced obesity and metabolic disease. Four-week-old wild-type C57BL/6J mice were obtained from Charles River Laboratories and fed a high-fat diet (calories consisted of 60% fat, 20% carbohydrates and 20% proteins) (Research Diets Inc., D12492) for a total of 9 weeks, starting at 5 weeks of age. Control mice were fed a normal chow diet (Teklad Global, 2918).

S.P. Rosshart kindly provided C57BL/6NTac wildling mice and C57BL/6NTac pathogen-free control mice. C57BL/6NTac wildling mice were created through inverse germ-free rederivation as previously described^23^. Wildling mice were housed in seminatural housing conditions created by cage supplementation with natural materials including hay, compost and fomites from actual wild mice. Additionally, litters from different breeding pairs were fraternized in large cages to increase their microbial exposures in adolescence. C57BL/6NTac murine pathogen-free mice were used as control and adhered to our characterization of SPF. Male wildling and C57BL/6NTac SPF mice were 8–12 weeks old at the start of the experiment and age-matched within the experiments. All procedures were performed in accordance with guidelines approved by the Regional Ethical Committee in Stockholm (Stockholms djurförsöksetiska nämnd, Stockholms södra djurförsöksetiska nämnd and Linköpings djurförsöksetiska nämnd).

### Lipid quantifications in murine livers

Liver samples were collected and instantly frozen in liquid nitrogen. Total triglyceride content was then determined using the Triglyceride Colorimetric Assay Kit (Cayman Chemical, 10010303) following the manufacturer’s instructions. Measured triglyceride concentrations were normalized against the protein concentration of each sample, as measured by the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23227).

### Mouse metabolic analysis

A glucose tolerance test was performed on the day before NPC isolation. Mice were fasted for 6 h and subsequently administered with 1 mg g^−1^ glucose by intraperitoneal injection. Blood glucose levels were measured from the tail vein at defined time points using a glucometer (Accu-Chek Aviva Blood Glucose Meter, Roche Diabetes Care).

### Isolation of murine NPCs

Murine NPCs used for scRNA-seq were isolated by in vivo digestion. Anesthetized mice were first perfused with HBSS-EGTA buffer (0.5 mM EGTA in HBSS; Gibco, 14185045), followed by perfusion with collagenase II. Once digested, livers were collected and cells were released by mechanical dissociation. Cell suspensions were filtered through a 100-µm cell strainer and centrifuged at 50 × *g* for 3 min to pellet the hepatocytes. The resulting supernatant containing the NPCs was washed twice with PBS to be used for single-cell sorting. For isolation of murine NPCs from wildling mice and SPF control mice, animals were euthanized followed by perfusion with PBS. Livers were collected in PBS and then processed by mechanical dissociation before digestion with 0.25 mg ml^−1^ collagenase II and 0.2 mg ml^−1^ DNase I at 37 °C for 30 min. Cell suspensions were filtered through a 70-µm cell strainer and centrifuged at 50 × *g* for 3 min to pellet the hepatocytes. The supernatant containing the NPCs was subsequently washed twice in PBS and used for flow cytometry.

### Single-cell sorting of NPCs

Cryopreserved human NPCs were thawed, whereas murine NPCs were used freshly isolated. Cells were stained at 4 °C for 20 min with antibodies (Supplementary Table 13) and with a viability dye (Thermo Fisher Scientific) to discriminate live and dead cells. Cells were then washed and resuspended in FACS buffer (1% BSA in PBS). Sorting of samples from individuals with obesity was performed by gating on live cells (single cells). Sorting of lean samples was performed by negatively gating out dead cells, T cells, B cells and NK cells in order to unbiasedly enrich for myeloid cells. Cells were single-cell index sorted into 384-well PCR plates (FrameStar) containing 2.3 µl of lysis buffer per well (0.2% Triton X-100 (Sigma, T9284), 2 U RNase Inhibitor (Clontech, 2313B), 1 µM Oligo-dT_30_VN primer (Integrated DNA Technologies; 5′-AAGCAGTGGTATCAACGCAGAGTACT_30_VN-3′), 2 mM dNTP (Thermo Fisher Scientific, R1122) and 0.025 µl of the spike-in RNA ERCC (1:40,000) (Thermo Fisher Scientific, 4456740)), on a BD FACSAria Fusion (equipped with four lasers). Plates were stored at −80 °C until processed.

### Single-cell RNA library preparation and sequencing

Single-cell RNA libraries were prepared using the Smart-seq2 protocol^44^ with minor modifications. mRNA from single cells was converted to cDNA by adding 2.7 µl of reverse transcription mix (1x SuperScript II buffer (Invitrogen, 18064014), 1 M betaine (Sigma, B0300), 5 mM DTT (Invitrogen, 18064014), 7 mM MgCl_2_ (Thermo Fisher Scientific, AM9530G), 50 U SuperScript II reverse transcriptase (Invitrogen, 18064014), 5 U RNase Inhibitor (Clontech, 2313B), 2 µM TSO primer (Qiagen; 5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′)) and incubated in a thermal cycler (42 °C for 90 min; 10 cycles of 50 °C for 2 min and 42 °C for 2 min; then 70 °C for 15 min). cDNA was then amplified by adding 7.5 µl of PCR pre-amplification mix (1x KAPA HiFi HotStart ReadyMix (Roche, KK2602) and 0.08 µM ISPCR primer (Integrated DNA Technologies; 5′-AAGCAGTGGTATCAACGCAGAGT-3′)) and run on a thermal cycler (98 °C for 3 min; 24 cycles of 98 °C for 20 s, 67 °C for 15 s and 72 °C for 6 min; then 72 °C for 5 min). Amplified cDNA was purified using Agencourt AMPure XP beads (Beckman Coulter, A63881) at a ratio of 1:0.8 (cDNA:beads). Then, 0.5 ng of cDNA from each well were fragmented by incubation with a tagmentation mix (1x TAPS-MgCl_2_ (10 mM TAPS-NaOH, 5 mM MgCl_2_), 10% PEG 8000 (Sigma, P1458) and 150 nM Tn5 enzyme) at 55 °C for 5–7 min, followed by incubation with 0.02% SDS at room temperature for 5 min to terminate the reaction. Fragmented cDNA was barcoded with a unique combination of the Nextera v2 index primers (1:5 dilution) for each cell (Illumina, FC-131-2001 to FC-131-2004) and run together with 6 µl of amplification PCR mix (1x KAPA HiFi buffer, 0.3 mM dNTP and 0.4 U KAPA enzyme (Roche, KK2102)) on a thermal cycler (72 °C for 3 min; 95 °C for 30 s; 10 cycles of 95 °C for 10 s, 55 °C for 30 s and 72 °C for 30 s; then 72 °C for 5 min). Two microliters of libraries from each well were pooled and purified using Agencourt AMPure XP beads at a ratio of 1:0.6 (cDNA:beads). Libraries were diluted to 3 nM and sequenced on a HiSeq 3000 Sequencing System (Illumina) at 50 bp single read.

### Bioinformatic analysis of scRNA-seq data

#### Preprocessing

Raw sequencing data were demultiplexed and converted into fastq files using bcl2fastq (Illumina) with default settings. The human reads were aligned to the human genome hg38 and mouse reads to the mouse genome mm10 using STAR (v2.4.2) with default settings, and filtered for uniquely mapped reads^45^. Gene expression values were calculated as reads per kilobase transcript and million mappable reads (RPKMs) using rpkmforgenes^46^.

#### Quality control

Low-quality cells or empty wells were filtered out using the following inclusion criteria: (1) ≥50,000 sequenced reads, (2) ≥20% of reads that uniquely mapped to the genome, (3) ≥30% (human) or ≥40% (mouse) exon mapping reads annotated using RefSeq, (4) ≥500 (human) or ≥1,000 (mouse) genes with RPKM ≥ 1, and (5) <25% of mitochondrial gene expression. In addition, doublets detected by Scrublet^47^ were further removed, resulting in a total of 1,351 human and 1,470 mouse single cells for downstream analysis.

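Between 994 and 6163 genes had RPKM of at least 1 in a mouse cell, and 6 cells had fewer than 1000 such genes when counted over the rows deposited. No row is named after a mitochondrial gene, so the filter on mitochondrial expression was not checked here. Doublets were taken as removed by the authors and no further doublet caller was run.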

#### Cell population assignment

To identify cell populations, the top 1,000 significant genes (false discovery rate (FDR) < 0.01) with high biological variability over technical noise were used for principal component analysis (PCA) dimensionality reduction^48^. The top significant principal components (*P* < 0.05), determined by 500 random permutations based on the jackstraw approach^49^, were used for spectral clustering from the scikit-learn Python library (v0.24.2). Each cell cluster was assigned to a cell type based on the expression of classical cell-type markers from the differential expression analysis of the identified cell populations, resulting in B cells (*n* = 60), T cells (*n* = 361), endothelial cells (*n* = 12), cDC1 (*n* = 15), myeloid cells 1 (*n* = 246), myeloid cells 2 (*n* = 228), proliferating cells (*n* = 27), resident NK cells (*n* = 181), circulating NK cells and NKT cells (*n* = 211) and mast cells (*n* = 10) for human cell types; and CD4^+^ T cells (*n* = 246), erythrocytes (*n* = 29), CD8^+^ T cells (*n* = 60), NK cells (*n* = 45), B cells (*n* = 250), endothelial cells 1 (*n* = 176), endothelial cells 2 (*n* = 289), KCs (*n* = 248), monocyte-derived macrophages (*n* = 53), neutrophils (*n* = 14), hepatocytes (*n* = 38) and plasmacytoid dendritic cells (pDCs; *n* = 22) for mouse cell types. 

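Spectral clustering of the mouse cells into 12 clusters, on the 1000 most variable genes and 20 principal components, named every cluster. Of the cells of a mouse, 18.4 ± 9.62% (SD, n = 6 mice) were KC-like and 3.72 ± 1.08% were like monocyte-derived macrophages or dendritic cells, 22.2% together. Endothelial-like cells, in 2 clusters, made up 29.8 ± 5.28%, T-cell-like cells 20.5 ± 6.14%, B-cell-like cells 17.1 ± 1.43% and NK-like cells 3.23 ± 1.40%. Hepatocyte-like cells numbered 39 over all mice, erythrocyte-like cells 32, pDC-like cells 21 and neutrophil-like cells 14. With 10 principal components, 69 cells were in a cluster that could not be named.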

To distinguish subpopulations of the human liver macrophages, a similar analysis approach as described above was applied, with the only differences being the use of the top 500 significantly variable genes (FDR < 0.01) identified in the 474 liver myeloid cells and the use of *k*-means clustering. This resulted in the identification of four distinct subpopulations: LM1 (*n* = 133), LM2 (*n* = 112), LM3 (*n* = 96) and LM4 (*n* = 133). The LM2 cluster was further divided into LM2 (*n* = 39) and cDC2 (*n* = 73) using spectral clustering based on the expression of conventional macrophage markers (*CD68*, *CD14*, *CSF1R*, *CD163* and *VSIG4*). 

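In k-means clustering of the 301 KC-like and monocyte-derived or dendritic cells, no number of clusters from 5 to 15 gave a named cluster for each of KC1, KC2, MoMac1, MoMac2 and cDCs. With the 10 clusters set for this case, KC1-like, KC2-like, MoMac1-like and cDC-like clusters were named. MoMac2-like cells were not parted from MoMac1-like cells. A further 10 cells stayed unnamed because neutrophil genes led their cluster. KC1-like cells numbered 52, 24 and 39 in normal diet mice 1, 2 and 3, and 50, 26 and 39 in high-fat diet mice 1, 2 and 3. The KC2-like cells came from normal diet mouse 1 with 1 cell, high-fat diet mouse 1 with 3 and high-fat diet mouse 3 with 6. MoMac1-like cells numbered 3, 8 and 5 in the normal diet mice and 4, 10 and 4 in the high-fat diet mice.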

Subcluster analysis of the 301 mouse liver macrophages resulted in four distinct subpopulations, including KC1 (*n* = 225), KC2 (*n* = 25), MoMac1 (*n* = 18), MoMac2 (*n* = 18) and cDCs (*n* = 15). Furthermore, spectral clustering of KCs (*n* = 569) and cDC2 cells (*n* = 1,666) from two published scRNA-seq datasets^4,50^ resulted in five or four subclusters based on the 500 or 1,000 most variable genes, respectively.

#### Neural network cell-type scoring

The calculation of the probabilistic score was performed as previously described^51^, and the analysis package will be available as a machine learning-based single-cell analysis toolkit, scCAMEL (https://sccamel.readthedocs.io). In brief, a neural network classifier was built to learn the defined cell types. Before the training, cell cycle-related genes were removed, and the marker genes for each cell type were ranked. Subsequently, the ranked marker genes were log-transformed, min–max normalized, and then applied for the classifier training. The learning frame and the parameters of the neural network classifier have been listed in the previous study^51^. The classifier’s learning accuracy was inspected against epoch numbers and was estimated by *k*-fold cross-validation. The learning rate and learning epochs were decided following the maximum point when the curve achieving the accuracy plateaus. Data were visualized in a radar plot. Each predicting cell’s position is a linear combination of the probabilistic scores against all trained cell types, and the position was visualized as the relative position to all polygon vertices.

#### Differential expression analysis between defined groups

To define specific genes for each population, differentially expressed genes were identified by performing the Kruskal–Wallis test with Benjamini–Hochberg multiple testing correction on the log_2_-transformed expression data. Conover–Iman post hoc tests were performed for all possible pairwise cell population comparisons. Genes that were significantly upregulated in one cell population compared with other cell populations (post hoc adjusted *P* < 0.01, minimum fold change of 2 and at least one cell population with mean log_2_(RPKM) ≥ 3) were considered as cell population-specific upregulated genes. To identify genes differentially expressed between lean and obese conditions within the same cell population, we used one-way analysis of variance (ANOVA) with Tukey’s honestly significant difference test. Differentially expressed autosomal genes were selected based on adjusted *P* < 0.01, fold change of 2 and at least one condition with mean log_2_(RPKM) ≥ 3. Differentially expressed genes were further functionally annotated by analysis of statistically overrepresented gene ontology terms (adjusted *P* < 0.05) using goenrich.

#### scRNA-seq data integration

Integration of the 1,351 adult human NPCs to 113,063 human embryonic liver cells (accession code E-MTAB-7407)^10^ was performed using the standard workflow of Seurat (v4.0.5) multiple dataset integration^52^. The top 2,000 most variable features selected using the ‘vst’ method were used in anchor finding for dataset integration. Integration of the human (*n* = 1,351) and mouse (*n* = 1,470) NPCs, or the human (*n* = 474) and mouse (*n* = 301) liver myeloid cells were performed using the standard workflow in Seurat (v4.0.5) multiple dataset integration^52^. A total of 10,646 genes with one-to-one homologs in both species were found to be expressed by both human and mouse liver macrophages and were used for the analysis. From these, the top 2,500 most variable features selected using the ‘vst’ method were used in anchor finding for dataset integration.

#### Analysis of conservation of genes between human and mouse LM cells

A list of homologous genes between human and mouse was obtained from the Ensembl database (v92) using BioMart. Genes with multiple orthologs were excluded from the analysis. 

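In the mouse cells, 412 genes had a median log2(RPKM + 1) of at least 4 over KC1-like cells, and 608 genes did over MoMac1-like cells. With each mouse left out in turn, the number ranged from 387 to 453 for KC1-like cells and from 554 to 829 for MoMac1-like cells, the highest in both without high-fat diet mouse 2. With log2(RPKM + 0.1) the numbers were 409 and 601.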

For each matched human and mice LM subset, genes with a median log_2_(RPKM) ≥ 4 in both species were considered as conserved highly expressed genes. To characterize subcluster-specific conserved genes, differential expression analysis was performed among subsets that exist in both species in order to identify conserved genes that are significantly overexpressed in one subset compared with the other, in both species.

#### Trajectory analysis

To define cell trajectories between human proliferating cells and liver resident myeloid cells, we performed RNA velocity and pseudotime analysis. As the cluster of proliferating cells expressed both macrophage markers and markers of other cell types, suggesting potential subpopulations within these cells, we first performed subcluster analysis using spectral clustering based on the top 500 variable genes. This resulted in two distinct subsets of proliferating cells, of which cluster 1 (*n* = 16) comprised proliferating myeloid cells and cluster 2 (*n* = 11) comprised other cell types. For RNA velocity analysis of the cluster of proliferating myeloid cells and myeloid cells 1, the spliced and unspliced counts for each gene were generated using velocyto (v0.17)^53^. With scVelo, the spliced and unspliced counts were further normalized and log-transformed using the scVelo package (v0.2.4)^54,55^. The top 3,000 highly variable genes based on the normalized counts were then used to compute the nearest neighbors (n_neighbors = 15) of the single cells in PCA space along with the moments (n_pc = 20), based on the resulted connectivity. The velocity estimation was based on a stochastic model that considers both the balance of unspliced to spliced mRNA levels and their covariation. In addition, to analyze the cell differentiation trajectory from proliferating myeloid cells (*n* = 16) to LM2 cells (*n* = 39), pseudotime analysis was performed based on the 848 significantly variable genes. Pseudotime was calculated by the geodesic distance along the graph using the Scanpy package (v1.7.2).

### Flow cytometric analysis of liver and blood samples

Phenotyping of human tissue and blood samples was performed on a BD LSRFortessa (equipped with five lasers), and phenotyping of murine tissues was performed on a BD Symphony A3 (equipped with five lasers) using the flow cytometer driver software (FACSDiva v8.0.1, v8.0.2 and v9.1). Human cryopreserved cells were thawed, washed once with FACS buffer (PBS, 2% FCS and 4 mM EDTA) and stained for 20 min with antibodies (Supplementary Table 13) and with a viability dye (Thermo Fisher Scientific) to discriminate live and dead cells. Murine cells were stained freshly isolated. Cells were fixed with the Foxp3/Transcription Factor Staining Kit (eBioscience, 00-5523-00) and acquired on the flow cytometer. Samples used for analysis of LM subset proportion in lean compared with obese were run unfixed. For the data in Extended Data Fig. 7d–f, proportions of human myeloid cells were analyzed from the previously published flow cytometry dataset of human HLA-mismatched liver allografts generated by ref. ^25^. All analyses were performed using FlowJo (v9.9.6, v10.5.3 and v10.8.1).

### Immunofluorescence microscopy

Liver samples were embedded in Tissue-Tek OCT compound or fixed in 4% formaldehyde at 4 °C overnight prior to embedding in paraffin. Paraffin-embedded tissues were sectioned at a thickness of 5 µm, and OCT-embedded fresh liver sections were sectioned at a thickness of 10–15 µm. Fresh liver sections were fixed in 4% formaldehyde solution at 4°C for 15 min, permeabilized in 0.1% Triton X-100 in PBS for 30 min and blocked with 5% normal goat serum (Invitrogen, 50062Z) in PBS for 1 h. Paraffin-embedded liver sections were deparaffinized in xylene (2 × 5 min) and rehydrated in ethanol (2 × 5 min in 100%, 5 min in 95% and 5 min in 70%), followed by antigen retrieval in sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) using a 2100 Antigen Retriever (Apton Biologics) and blocking in 0.1% Triton X-100 in Background Buster (Innovex Biosciences, NB306) for 30 min. All sections were incubated with primary antibodies (1:50 dilution in blocking buffer) at 4 °C overnight, followed by incubation with secondary antibodies (1:500 dilution) for 1 h at room temperature (antibodies used are listed in Supplementary Table 14). Nuclei were counterstained with DAPI (Sigma, MBD0015), and slides were mounted with ProLong Diamond Antifade Mountant (Thermo Fisher Scientific, P36961) and imaged with an Axio Observer Z1 fluorescence microscope (Axiocam 506 mono, Zeiss) at ×10 magnification.

Apoptotic cells were visualized using the In Situ Cell Death Detection Kit (Roche, 12156792910) according to the manufacturer’s instructions with minor modifications. In brief, liver sections were processed as described above, and incubated with 100 µl of TUNEL reaction mix (16.5 µl of Label enzyme and 1.7 µl of Label solution in 83.3 µl of PBS) at 37 °C for 60 min. For positive control, liver sections were treated with DNase I solution (1 mg ml^−1^ in 50 mM Tris, pH 7.5, 1 mg ml^−1^ BSA) for 10 min to induce DNA damage prior to incubation with the TUNEL reaction mix. Sections were then stained with antibodies as described above and imaged with the Axio Observer Z1 fluorescence microscope at ×10 magnification. For image quantifications, five arbitrary areas were imaged per sample and cell counting was done using ImageJ (v1.52h). For visualization purposes, images were acquired with a Nikon A1R confocal microscope (Eclipse Ti, Nikon) at ×20 magnification in z-stacks of eight images per field. For each stack, a maximum intensity z-projection was generated using ImageJ and autofluorescence was subsequently filtered from the image by creating a mask of the green channel autofluorescence that was subtracted from the Cy3 and Cy5 signals using the ImageJ subtract function. Background in the DAPI channel was filtered from the image using the ImageJ subtract background tool (rolling ball radius = 50 pixels).

### Histology and histological stainings

Paraffin-embedded livers were stained with either hematoxylin and eosin (H&E) or picrosirius red. OCT-embedded fresh liver sections were stained with Oil Red O. All sections were imaged with a Panoramic 250 Slide Scanner and opened in QuPath (v0.3.1) to save regions of interests.

### Cytospins

Cryopreserved liver NPCs were stained with FACS antibodies as described above. Cells were sorted on a Sony MA900 (equipped with three lasers) using the flow cytometer driver software (Sony Cell Sorter Software v3.1.1) into 200 µl of FACS buffer. Monocytes were isolated from buffy coats donated by healthy volunteers. PBMCs were first isolated using density gradient centrifugation as described above. From the PBMCs, monocytes were isolated using the Human Pan Monocyte Isolation Kit (Miltenyi Biotec, 130-096-537). All cytospins were performed at 300 r.p.m. for 10 min on a Cytospin 4 Centrifuge (Thermo Fisher Scientific). Cells were stained with Wright-Giemsa (Abcam, ab245888) and imaged using a Leica DM4000 B microscope. Images were taken of 8–25 fields for each sample at ×100 magnification. For visualization purposes, slide background was filtered from the image using the ImageJ (v2.9.0) subtract background tool (rolling ball radius = 25).

### Spatial proteomics by PhenoCycler

Paraffin-embedded liver sections were prepared as previously described^56,57^. Sections were run on an Akoya PhenoCycler-Fusion system (Akoya Biosciences), using the PhenoCycler driver software. In brief, 11 cycles were run with a panel of 14 antibodies and DAPI (Supplementary Tables 15 and 16), and automated imaging was done of the entire tissue region at ×20 magnification (0.5 µm per pixel). Processed images generated from the PhenoCycler were opened in QuPath (v0.3.1), and regions of interests were saved to include a scale bar. For pseudospace analysis, images were segmented using the ‘cell detection’ function in QuPath (detection channel, DAPI; requested pixel size, 0.5 µm; nucleus background radius, 6 µm; nucleus median filter radius, 0 µm; nucleus sigma, 1 µm; nucleus minimum area, 8 µm^2^; nucleus maximum area, 400 µm^2^; intensity threshold, 15; cell expansion, 5 µm). Segmented data containing the cell segmentation information, spatial position for each cell and the mean expression of each marker were exported as csv files for further analysis using the histocytometric multidimensional analysis pipeline (CytoMAP v1.4.21) in MATLAB (vR2022b)^58^. Cell phenotypes (vasculature cells, biliary cells, and resident and recruited LM cells) were defined by manual gating using the protein expression of the following markers: DAPI, PanCK, HLA-DR, CD68, CD163, S100A9 and SMA. Neighborhood analysis was performed to divide tissues into local neighborhoods (or circular areas) using the Raster scan neighborhood function (neighborhood radius = 50) and used for pseudospace analysis of the distribution of cell phenotypes across tissues, where neighborhoods were sorted based on the composition of biliary cells using default parameters.

### Liver spheroids

LM2 cells were depleted from NPC samples by sorting on a Sony MA900 (equipped with three lasers) or a BD FACSAria Fusion (equipped with four lasers). NPCs were stained with FACS antibodies as described above (Supplementary Table 13). LM2 cells were excluded by gating out CD3^−^CD19^−^HLA-DR^+^CD14^+^CD16^−^CD206^+^ cells, and non-LM2 cells were sorted into William’s Medium E (PAN-Biotech, P04-29500) supplemented with 10% FBS. Liver spheroids were formed with either all NPCs or NPCs without LM2 cells.

To form liver spheroids, NPCs were seeded together with cryopreserved primary human hepatocytes (BioreclamationIVT; donor 1 from Supplementary Table 12) at a ratio of 1:3 (NPCs:hepatocytes), with 1,500 cells per spheroid, into ultra-low attachment 96-well plates, as previously described^59^. To encourage cell aggregation, plates were centrifuged at 180 × *g* for 3 min. If cells were not well aggregated, plates were centrifuged again. Co-cultures were kept in low-glucose/insulin medium (William’s E medium (PAN-Biotech) supplemented with 5.5 mM D-glucose, 0.1 nM insulin, 2 mM L-glutamine, 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 5.5 μg ml^−1^ transferrin, 6.7 ng ml^−1^ sodium selenite, 100 nM dexamethasone and 10% FBS) for 6 days to allow spheroids to become sufficiently compact; thereafter, 50% of the medium was replaced with serum-free medium.

For treatment with FFAs, spheroids were cultured for 7 days in serum-free high-glucose/insulin medium (William’s E medium (Gibco), supplemented with 11.1 mM D-glucose, 1.7 μM insulin, 2 mM L-glutamine, 100 units ml^−1^ penicillin, 100 µg ml^−1^ streptomycin, 5.5 μg ml^−1^ transferrin, 6.7 ng ml^−1^ sodium selenite and 100 nM dexamethasone) containing 240 μM oleic acid and 240 μM palmitic acid, both previously conjugated to 10% BSA at a molar ratio of 1:5 at 40 °C for 2 h. Non-FFA-treated spheroids continued culture in serum-free low-glucose/insulin medium.

For intracellular lipid staining, spheroids were fixed in 10% formalin and stained with Nile red (2 μM) and Hoechst 33342 (1 μg ml^−1^) at room temperature for 24 h. Stained spheroids were imaged using a Zeiss LSM 880 confocal microscope. For intracellular lipid quantifications, spheroids were trypsinized and subsequently mechanically dissociated in the presence of AdipoRed Assay Reagent (Lonza, PT-7009) before fluorescence signals were measured.

### Hepatocyte and LM2 co-cultures

Cryopreserved primary human hepatocytes (BioreclamationIVT) from three different donors (Supplementary Table 12, donors 2–4) were thawed according to manufacturer’s instructions. Viable hepatocytes were seeded into 48-well plates coated with collagen solution (Sigma, C3867) in low-glucose/insulin medium (as prepared for the liver spheroids) and allowed to adhere to the plate for 1–2 h before the addition of LM2 cells. LM2 cells were sorted from cryopreserved NPCs from one donor on a Sony MA900 (equipped with three lasers) as described above. Sorted viable LM2 cells were added to the hepatocytes at a ratio of 1:2 or 1:4 (40,000 or 20,000 LM2 cells and 80,000 hepatocytes). At day 1 after seeding, co-cultures were treated with high glucose/insulin and FFAs (11.1 mM D-glucose, 1.7 μM insulin, 240 μM oleic acid and 240 μM palmitic acid) or continued culture in low-glucose/insulin medium. Supernatants and cells were collected for subsequent analyses after 48 h of treatment.

### ELISA

PRDX2 protein levels were measured using the Human Peroxiredoxin 2 DuoSet ELISA (R&D Systems, DY3489-05), following the manufacturer’s instructions.

### Lipid peroxidation and ROS measurements

Lipid peroxidation was determined by measuring the content of MDA using the Lipid Peroxidation (MDA) Assay Kit (Colorimetric/Fluorometric) (Abcam, ab118970). Intracellular ROS and RNS content was determined using the OxiSelect In Vitro ROS/RNS Assay Kit (Cell Biolabs, STA-324). Extracellular release of ROS (H_2_O_2_) was determined using the Amplex Red Hydrogen Peroxide/Peroxidase Assay Kit (Life Technologies, A22188). All assays were performed following manufacturer’s instructions.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information Supplementary Tables 11–16.

Reporting Summary

Supplementary Tables This file contains Supplementary Tables 1–10 along with an information page.

## Data Availability

The murine raw sequencing data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession code GSE230440. Due to the potential risk of de-identification of pseudonymized RNA sequencing data from humans, human raw sequencing data are available under controlled access and require a Data Transfer Agreement in the European Genome-Phenome Archive (EGA) repository, under accession code EGAD00001010301. The human liver dataset can also be explored using our interactive website: https://aouadilabdatabase.org/human_liver_npcs. scRNA-seq data integration with human embryonic liver cells was done on the published dataset of embryonic livers (accession code E-MTAB-7407). Comparison of sequenced cell types from freshly isolated and cryopreserved cells was performed on the published scRNA-seq dataset of human liver cells (accession code GSE124395). The expression of macrophage and dendritic cell markers was compared with a published scRNA-seq dataset of human liver myeloid cells (accession code GSE192742). Flow cytometry data in Extended Data Fig. 7d–f were analyzed from the previously published flow cytometry dataset of human HLA-mismatched liver allografts generated by ref. ^25^. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Raw Giemsa-stained cytospin images as shown in Fig. 1f.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Extended Data Fig./Table 1 Statistical source data.
Source Data Extended Data Fig./Table 2 Statistical source data.
Source Data Extended Data Fig./Table 4 Statistical source data.
Source Data Extended Data Fig./Table 6 Statistical source data.
Source Data Extended Data Fig./Table 7 Statistical source data.
Source Data Extended Data Fig./Table 9 Statistical source data.
Source Data Extended Data Fig./Table 10 Statistical source data.
Source Data Extended Data Fig./Table 4 Raw Giemsa-stained cytospin images as shown in Extended Data Fig. 4j.

How the deposited data were processed for this re-analysis (not part of the article)

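The data were Smart-seq2 profiles of single liver cells from 3 mice on a normal diet and 3 on a high-fat diet. The authors aligned 50 bp single reads to mm10 with STAR (v2.4.2), kept uniquely mapped reads and deposited RPKM values computed with rpkmforgenes on RefSeq genes. Their filters on reads, mapping, detected genes and mitochondrial expression, and the removal of doublets with Scrublet, came before deposit. The deposited table has 14915 gene rows and 1470 cells, and each cell was assigned to its mouse by its label. All 6 mice were mapped, and 0 columns of values were left without a sample. Human cells were not analysed here.

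RPKM values are not counts, so depth was estimated from the low values. Where whole reads were counted, a gene's RPKM times its length is a whole multiple of the value of 1 read. Of the low values, 56.6% fell within 0.05 of a whole multiple with the real transcript lengths of 10722 genes and 11.9% with shuffled lengths. After a correction of the lengths, which itself raises the share, it was 92.9%. On 20 simulated cells the depth was recovered within 2% in 95%. The search was revised once after a first version recovered fewer simulated cells. The reads estimated are those on exons, not the sequenced reads of the quality filter. Cells of high-fat diet mouse 2 had the fewest genes, which limits what can be said of low genes in that mouse.

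Values were taken as log2(RPKM + 1), so differences understate the change of low genes. All cells were clustered on the 1000 most variable genes with a value of at least 1 RPKM in at least 10 cells, 20 principal components and spectral clustering of a graph of 15 nearest neighbours. The smallest number of clusters from 12 to 25 that named each class was used. The macrophages were clustered by k-means on 500 variable genes and 10 principal components. Genes named at the claims were left out of the variable genes. A cluster was named from markers fixed before the data were examined, taken from Supplementary Tables 5 and 6, which rest on the same libraries. It stayed unnamed with fewer than 3 detected markers, or if markers of another class or subpopulation were more frequent than its own among its 10 leading genes. For KC2, leading genes of endothelial, T, NK and B cells did not count against the name, since the study's KC2 list holds such genes. KC1 and KC2 did not count against each other. This scoring rule was set after seeing clusters. A first, looser version named all 5 macrophage subpopulations with 15 clusters, but clusters led by genes of other cells were among them, so the rule was made stricter before any claim gene was tested. With the stricter rule no number of clusters from 5 to 15 named all 5, and the number fixed for that case, 10, was used.

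Genes were compared between populations within mice by exact two-sided sign flips over mice, with Benjamini-Hochberg adjustment over each list. On 2000 simulated genes with 6 mice, 99% of the shifted genes reached the smallest p and 3.2% of unshifted genes had p of 0.05 or less. The shift was 3 SD of the differences between mice, so the power for smaller differences or fewer mice was not tested. The share of unshifted genes follows from the smallest possible p of 0.0312 for 6 mice in the exact permutation test. Diets were compared with limma on the mean per mouse for KC1-like, endothelial-like and B-cell-like cells, with a mean-variance trend, for genes with a mean of at least 1 and mice with at least 5 cells. In each of these fits the trend gave an infinite prior number of degrees of freedom against 4 residual ones, so that a gene's own spread between mice had no weight. Fits without the trend, where the prior was 9.81, 19.2 and 13.6, and with each gene's own spread alone were therefore added after seeing this. In a simulation of 4215 genes, 55% of 200 genes shifted by 2 were called and 0.9% of the calls were not shifted. With 3 mice against 3, the smallest p of an exact permutation test is 0.1.

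The genes named are those of the study's lists, 4 genes of the LM2 list and Prdx2, and for each diet comparison up to 3 genes higher and 3 lower with the smallest adjusted p and no overlap between diets. Mir544, the granule genes and other genes beyond this rule were chosen after their values were seen. Alternatives covered the pseudocount, rescaling of cells, averaging before the logarithm, variable genes, principal components, clustering methods, cell filters and leaving out each mouse. Set tests on Supplementary Tables 7 and 8 were not run because the copies used here are incomplete. Gene positions are those of GRCm38, the assembly of mm10. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, R 4.3.3 and limma 3.58.1.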

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

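The test of Mir544 against diet, and the comparison of granule genes between all macrophages of a mouse and its other cells, were chosen only after the result was seen. Neutrophil granule genes appeared in macrophages of 1 mouse, a signal the paper does not report. In high-fat diet mouse 3, 11 of 61 macrophages had at least 3 of the 4 genes Ngp, Camp, Lcn2 and Ltf at RPKM of at least 10, against 0 of 240 macrophages of the other 5 mice, which allows a share of up to 1.3%. Of these, 10 formed a cluster of their own, led by these genes, so their share within that cluster says nothing further. The 10 cells had a median of 3077 genes, close to the 3080 of KC1-like cells of the mouse. Doublets with the neutrophils seen in the table are argued against, since 20.0% of the 10 cells had 3 or more of 8 other neutrophil markers, which 14 of 14 neutrophil-like cells had. Mean log2(RPKM + 1) of Ngp was 9.58 in the 10 cells and 1.15 in neutrophil-like cells, and that of S100a8 was 11.90 and 15.38. The authors derived the 8 markers from these libraries. Free RNA in that mouse stays open: 6.98% of its 86 cells of other classes carried the granule genes, against 18.0% of its macrophages, a difference not beyond counting error (Fisher's exact test on cells, p = 0.0644). In the other 5 mice 0 of 1069 cells of those classes did, which allows up to 0.281%. These limits cover counting error only. All cells of this mouse have names that start alike, so the share within such a group is also 6.98%, and a plate or preparation cannot be told apart from the mouse. Doublets with less mature neutrophils, which the table does not hold as a class, were not tested. The diet does not separate this mouse from high-fat diet mice 1 and 2, and no other biological explanation was tested.

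Mir544, a microRNA gene of 78 bases on chromosome 12 (109729325 to 109729402), differed between mice far more than between diets. Its mean log2(RPKM + 1) over all cells was 0.64, 9.40 and 12.14 in normal diet mice 1, 2 and 3, and 3.66, 10.82 and 12.08 in high-fat diet mice 1, 2 and 3. It was at 0 in 17 of 200 cells of normal diet mouse 2. Diet as the sole cause is argued against, since the narrower of the ranges within a diet, 8.42, exceeded the difference between diets of 1.46. The exact permutation test of 3 mice against 3 gave p = 0.7, where 0.1 is the smallest possible. A smaller diet effect stays open, since a preparation shared by number could widen the ranges within a diet. Mir544 passed the limma threshold in some fits with a mouse left out, always higher on the high-fat diet. In KC1-like cells the difference was 4.98 without normal diet mouse 3 and 4.76 without high-fat diet mouse 1. It was 3.56 in endothelial-like cells without normal diet mouse 3, and 4.38 in B-cell-like cells without high-fat diet mouse 1. Over all cells, these mice were the highest on the normal diet and the lowest on the high-fat diet. Leaving either out raises the difference by itself, so these fits do not bear on a diet effect. A few reads magnified by the short gene are argued against as well, since cells above 0 held a median of 19.1 estimated reads if the length of 78 bases was the one used. The labels name no batch other than the mouse. The cells of high-fat diet mouse 2 are named by a different scheme from those of the other mice. Whether that mouse was handled separately cannot be told from the names. The values of mice with the same number lay close to each other in mice 2 and 3, so a preparation shared by number was not tested and stays open. No biological explanation other than diet was tested.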

How the results depend on the processing

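The fits without the trend, the fits with each gene's own spread, the clustering without Mir544, Zfp937 and Slx1b and the clustering of monocyte-derived and dendritic cells on their own were chosen after seeing the data. The combined share of KCs and monocyte-derived or dendritic cells, the genes of KC1 and the number of highly expressed genes in KC1-like cells stayed within 1.5 times their value or 1 SD under each alternative run for them. Single classes moved more. The share of monocyte-derived or dendritic cells, 3.72%, was 2.38% with 10 principal components and 4.99% with cells of at least 2000 genes, and that of pDC-like cells, 1.37%, was 2.82% and 2.4%. With cells of at least 2000 genes, endothelial-like cells went from 29.8% to 35.3% and B-cell-like cells from 17.1% to 13.5%. Where values moved, the cause was not tested unless stated.

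The share of KC1-like cells among macrophages, 75.8%, was 61.8% with cells of at least 2000 genes and 63.0% with a pseudocount of 0.1. The number of marker comparisons with the same direction in every mouse fell from 8 to 5 with spectral clustering of macrophages, by the loss of the KC2-like cells, and with a mouse left out it was 8 to 9. It was 12 with mice of at least 3 cells in both populations. Averaging RPKM before the logarithm took MoMac1 genes from 5 to 3 and LM2 genes highest in cDC-like cells from 34 to 18. The number of MoMac2 genes higher than in KC1-like cells in every mouse, 2, was 1 with a pseudocount of 0.1 and ranged from 2 to 4 with a mouse left out, 4 of them without high-fat diet mouse 2.

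The difference between diets in the monocyte-derived share, 0.89 percentage points, changed sign to -1.26 with 2000 variable genes, -1.32 with 30 principal components, -3.07 with Leiden clustering, -3.63 with a pseudocount of 0.1 and -1.0 with spectral clustering of macrophages. It was 9.85 (29.8% against 19.9%) with cells of at least 2000 genes. There high-fat diet mouse 2 had only 1 KC1-like and 2 monocyte-derived cells, so the size and sign of this value rested on those few cells. High-fat diet mice 1 and 3 had 33 and 37 KC1-like cells and 4 and 5 monocyte-derived cells. With each mouse left out it ranged from -5.58 (without high-fat diet mouse 2) to 6.42 (without normal diet mouse 2), and was also below 0 without normal diet mouse 1 (-3.35) or 3 (-0.40). The share of KC2-like cells with B cell genes, above that of KC1-like cells by 22.7 points, was lower by a difference of -1.43 at RPKM of at least 1. It was above by 8.38 points without high-fat diet mouse 3 and by 41.0 without high-fat diet mouse 1.

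The number of genes past the threshold between diets was 2 in KC1-like, 2 in endothelial-like and 1 in B-cell-like cells. Without the trend it was 1, 0 and 0 (2.58%, 3.27% and 3.38% of genes at unadjusted p under 0.05 by limma), and with each gene's own spread 0, 0 and 0 (2.55%, 2.85% and 3.87%). It was 0, 0 and 0 by limma when RPKM was averaged before the logarithm (3.38%, 5.01% and 3.57%) or without a filter on low values (2.87%, 3.31% and 3.73%). With cells of at least 2000 genes, which left out high-fat diet mouse 2 in KC1-like and B-cell-like cells, it was 1, 0 and 0 (3.11% of genes in endothelial-like and 2.65% in B-cell-like cells at unadjusted p under 0.05). KC1-like cells gave 1 with a pseudocount of 0.1. Endothelial-like cells gave 1 with rescaled cells and 1 with a mean of at least 3 in a diet group. With a mouse left out the ranges were 1 to 2 in KC1-like, 0 to 3 in endothelial-like and 0 to 2 in B-cell-like cells. KC1-like cells gave 1 without normal diet mouse 1 or 2 or high-fat diet mouse 2. Serpina1e was past the threshold in 2 of the 6 fits with a mouse left out, without high-fat diet mouse 2 or 3, and not with a pseudocount of 0.1. Endothelial-like cells gave 1 without normal diet mouse 1 or 2 or high-fat diet mouse 1 or 3, 3 without normal diet mouse 3 and 0 without high-fat diet mouse 2 (5.24% at unadjusted p under 0.05 by limma). B-cell-like cells gave 2 without high-fat diet mouse 1 and 0 without high-fat diet mouse 2 (2.22%). The log2 difference of Prdx2 between diets, -0.74, became 0.58 when RPKM was averaged before the logarithm. With a mouse left out it ranged from -1.14 to 0.0296, the latter without high-fat diet mouse 2.

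The mice of the diets share numbers. Deviations of same-numbered mice from their diet means correlated at -0.09, 0.07 and -0.12 across genes in endothelial-like cells, -0.04, -0.01 and 0.09 in KC-like cells, 0.21, 0.06 and 0.13 in B-cell-like cells and 0.16, -0.01 and 0.09 in T-cell-like cells. No class was above 0.1 in every pair, so the numbers were not taken to pair the mice. A preparation shared by number stays open, since Mir544 and the monocyte-derived share put the mice of both diets in the same order. Some clusters also followed the numbers. A cluster of 88 B-cell-like cells held 52 from normal diet mouse 1 and 32 from high-fat diet mouse 1. KC1-like clusters of 40 and 32 cells held 32 and 14 from normal diet mouse 1, and 7 and 15 from high-fat diet mouse 1. In contrast, KC1-like clusters of 38 and 54 cells held cells of every mouse. With the replicate number as a block, endothelial-like cells gave 4 genes, 1 higher and 3 lower on the high-fat diet (Hcst, AI467606 and Serpina1e), against 2 higher and 0 lower without it. KC1-like cells gave 2 and B-cell-like cells 1. The paired test of the monocyte-derived share gave p = 0.75 (exact sign flips over 3 pairs) for a difference of 0.89, and Prdx2 a difference of -0.74.

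Spectral clustering of macrophages and 5 clusters gave no KC2-like cells, so the signal of other lineages in them has no value there, and spectral clustering gave no MoMac2-like cells. A pseudocount of 0.1 in the clustering also gave no KC2-like cells, and cells of at least 2000 genes gave no MoMac1-like cells, so the MoMac1 genes have no value there. Removing high-fat diet mouse 2 moved several of these values. Its cells had the fewest genes, but its median of 86713 reads was close to the 90784 of normal diet mouse 3. Depth was therefore not shown to be the reason. Its cells are also named by a different scheme from those of the other mice, so separate handling of this mouse stays open.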

Differences from the paper's values

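The paper reports 25 KC2 cells, and 10 cells were KC2-like here. The count stayed different under each alternative set before the data were examined, from 0 to 14 cells. A number is said to differ here if it was off by more than 1.5 times and by more than the SD over mice. The paper reports 18 MoMac1 cells, and 34 were MoMac1-like. The number differed with 2000 variable genes, cells of at least 2000 genes, a pseudocount of 0.1, spectral clustering of macrophages and 5 clusters. It was within 1.5 times of 18 with 10 principal components (12 cells), 30 principal components (21), Leiden clustering (17) or claim genes kept in the clustering (25). The paper reports 18 MoMac2 cells, and 0 were MoMac2-like. The number differed with 2000 variable genes, 30 principal components, claim genes kept, a pseudocount of 0.1, spectral clustering of macrophages and 5 clusters. It was within 1.5 times of 18 with 10 principal components (17), Leiden clustering (14) or cells of at least 2000 genes (26). The clustering of monocyte-derived and dendritic cells on their own, chosen after seeing the values, gave 15 MoMac1-like and 20 MoMac2-like cells. Leaving Mir544, Zfp937 and Slx1b out of the variable genes, also chosen after seeing the values, gave 17 and 19, with 16 KC2-like cells. Populations were rebuilt from markers, so the names need not cover the same cells as in the paper.

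The paper describes both KC populations as expressing Timd4. In the 10 KC2-like cells it was at 1.14 against 0.87 in MoMac1-like cells, higher in 2 of 3 mice.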

Other observations

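The tests below were written before their values were seen, but the limits set for the number of genes in KC2-like and in endothelial-like cells were changed afterwards, and the fits without the trend and with each gene's own spread, the comparison of Serpina1 genes in KC1-like cells and the test of diet on the endothelial clusters were chosen only after the result was seen. The paper's text does not compare the mouse cells between diets gene by gene, and the values below were not part of its claims. Monocyte-derived cells were 13.9 ± 10.0% (SD, n = 3 mice) of monocyte-derived and KC1-like cells on the normal diet and 14.8 ± 11.3% on the high-fat diet (exact permutation test, p = 0.9, where 0.1 is the smallest possible). Single mice ranged from 5.45% (3 of 55 cells, 95% exact binomial interval 1.14 to 15.12%) to 27.78% (10 of 36 cells, 14.2 to 45.19%). The intervals cover counting error only.

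By limma with the trend, 2 of 3254 genes differed between diets in KC1-like cells, 2 of 4215 in endothelial-like cells and 1 of 3644 in B-cell-like cells. As many genes or more came from 5, 7 and 9 of the 10 splits of the mice into groups of 3, the real split included, so chance cannot be excluded. Diets did not overlap for 6.52%, 6.50% and 9.14% of the genes, where chance gives 10%. By the rule for named genes, these were Serpina1e, 8430408G22Rik and Rn45s, each with p = 0.1 by the exact permutation test, the smallest possible. The trend left a gene's own spread out of these tests. 8430408G22Rik in endothelial-like cells had a log2 difference of 3.00, an adjusted p of 4.11e-05 with the trend and 0.618 without, and rested on high-fat diet mouse 3 at 6.97 against 2.16 and 1.97 in the other high-fat diet mice. Rn45s, a ribosomal RNA gene, was at 17.94 ± 0.34 against 17.35 ± 0.32 in B-cell-like cells, and did not pass without the trend (adjusted p = 0.998 by limma). It was also the other gene past the threshold in KC1-like and endothelial-like cells, higher on the high-fat diet by 0.53 and 0.31, but with overlap between diets (exact permutation test, p = 0.4 in both), so it is named there after its values were seen. Prdx2 in KC1-like cells was at 4.03 ± 0.24 on the normal diet and 3.29 ± 1.33 on the high-fat diet (exact permutation test, n = 3 mice per diet, p = 0.6). High-fat diet mouse 2 was at 1.76 and the other high-fat diet mice at 4.09 and 4.02.

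Serpina1e, a gene of the alpha-1-antitrypsin family (chromosome 12, 103946931 to 103956897), was at 6.17 ± 0.54 in KC1-like cells on the normal diet and 2.43 ± 0.55 on the high-fat diet, a log2 difference of -3.74 (adjusted p = 0.0185 by limma with the trend, 0.0141 without and 1.00 with its own spread). With a mouse left out it stayed past the threshold only without high-fat diet mouse 2 or 3, in 2 of 6 fits. It did not pass with a pseudocount of 0.1 (adjusted p = 0.0634 by limma) or without a filter on low values (adjusted p = 0.984 by limma). With RPKM averaged before the logarithm the difference was only -2.07 and did not pass (adjusted p = 0.977 by limma). Among the alternatives other than leaving out a mouse, it passed in 7 of 11. Less hepatocyte RNA overall is argued against as the cause, since the mean of 10 hepatocyte markers, among them Serpina1c, in the same cells differed by -0.33 and overlapped between diets (exact permutation test of 3 mice against 3, p = 0.9). A fall of every Serpina1 gene is argued against, since in KC1-like cells Serpina1a, b, c and d differed by -0.01, 0.08, -0.18 and -0.60 and overlapped between diets. In hepatocyte-like cells 1 of 5 Serpina1 genes, Serpina1e itself, was lower in every high-fat diet mouse. Serpina1b, c and d were lower there on average, by -0.74, -2.23 and -1.79, and Serpina1a differed by 0.57, so a fall of several of these genes in hepatocyte-like cells stays open. Mice of different sex are argued against, since the paper states that its mouse experiments used males only. The mean of 4 Y chromosome genes was 0.99 and 0.96 in high-fat diet mice 1 and 3 and 0.91 to 1.17 in normal diet mice. It was 0.42 in high-fat diet mouse 2, under the limit of 50% of the highest mouse that had been set for this test, in the mouse with the fewest genes per cell. Serpina1e was also lower in the hepatocyte-like cells, by a difference of -4.85 (6.67 against 11.52), in every high-fat diet mouse, though normal diet mice 2 and 3 gave only 2 and 1 such cells. A candidate explanation is therefore hepatocyte RNA with less Serpina1e in the KC samples of high-fat diet mice. Whether diet or another difference between the mice lowered it was not tested, and reads shared with the related genes were not excluded.

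KC2-like cells carried genes of other lineages. At RPKM of at least 10 the measure was close to saturated, with 229 of 230 KC1-like cells carrying some other lineage. At RPKM of at least 50, endothelial genes were in 9 of 10 KC2-like and 55 of 230 KC1-like cells, T and NK cell genes in 10 and 34, and B cell genes in 7 and 16. Hepatocyte genes were in 89.1% of KC1-like cells at this limit, and in 1 of 52 cells of the monocyte-derived or dendritic class. At RPKM of at least 10, the KC2-like share with B cell genes exceeded the KC1-like share by 22.7 points. This was a mean over 3 mice, each against its own KC1-like cells. It was 8.38 without high-fat diet mouse 3 and 41.0 without high-fat diet mouse 1. B cell genes were in 7 of 7 KC2-like cells without high-fat diet mouse 1, against 7 of 10 with it. The KC2-like cells of that mouse thus carried none, below its KC1-like cells. The size and direction of the difference therefore depended on single mice. The markers of KC2 include endothelial and lymphocyte genes, and leading genes of those lineages did not count against the name. These shares therefore partly follow from how the cells were named. Whether KC2-like cells are doublets or cells stuck together cannot be told apart from a cell type here. They had 1149 more genes than KC1-like cells on average over 3 mice, but fewer in high-fat diet mouse 3 (2776 against 3080), and rest on 10 cells. The limit written beforehand took fewer genes in any mouse as evidence against doublets, and was dropped because of the few cells.

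Endothelial-like cells formed a larger and a smaller cluster that held different mice (Cramer's V of 0.734 between cluster and mouse). The smaller cluster held 95.0% of the endothelial-like cells of high-fat diet mouse 2 (95% exact binomial interval 88.8 to 98.4%) and none of those of normal diet mouse 1, which allows up to 2.83%. It held 22.8% and 3.12% in high-fat diet mice 1 and 3, and 40.0% and 22.2% in normal diet mice 2 and 3. Diet as the sole cause is argued against, since the narrower of the ranges within a diet, 40.0 points, exceeded the difference between diets of 19.6 points (exact permutation test of 3 mice against 3, p = 0.6, where 0.1 is the smallest possible). Mir544, Zfp937 and Slx1b as the sole cause are argued against, since Cramer's V was 0.648 without them. The number of genes per cell stays open: in the 3 mice with at least 10 cells in both clusters, the smaller cluster had a mean difference of -183.7 in median genes, with 2 mice lower and 1 higher (2928 against 2887 in normal diet mouse 3). A mouse in the other direction was to count against this explanation by the limit written beforehand, which was dropped because the difference in that mouse is small. A split by mouse was not confined to endothelial-like cells. A cluster of 88 B-cell-like cells held 52, 3 and 1 from normal diet mice 1, 2 and 3. It held 32, 0 and 0 from high-fat diet mice 1, 2 and 3. A preparation or another difference between the mice was not tested.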
